# Integrated Single-Cell RNA-Sequencing Analysis of Aquaporin 5-Expressing Mouse Lung Epithelial Cells Identifies GPRC5A as a Novel Validated Type I Cell Surface Marker

**DOI:** 10.3390/cells9112460

**Published:** 2020-11-11

**Authors:** Masafumi Horie, Alessandra Castaldi, Mitsuhiro Sunohara, Hongjun Wang, Yanbin Ji, Yixin Liu, Fan Li, Thomas A. Wilkinson, Long Hung, Hua Shen, Hidenori Kage, Ite A. Offringa, Crystal N. Marconett, Per Flodby, Beiyun Zhou, Zea Borok

**Keywords:** aquaporin 5 (AQP5), alveolar epithelial type 1 cell, scRNA-seq, GPRC5A, AT1 cell marker

## Abstract

Molecular and functional characterization of alveolar epithelial type I (AT1) cells has been challenging due to difficulty in isolating sufficient numbers of viable cells. Here we performed single-cell RNA-sequencing (scRNA-seq) of tdTomato^+^ cells from lungs of AT1 cell-specific Aqp5-Cre-IRES-DsRed (ACID);R26tdTomato reporter mice. Following enzymatic digestion, CD31^-^CD45^-^E-cadherin^+^tdTomato^+^ cells were subjected to fluorescence-activated cell sorting (FACS) followed by scRNA-seq. Cell identity was confirmed by immunofluorescence using cell type-specific antibodies. After quality control, 92 cells were analyzed. Most cells expressed ‘conventional’ AT1 cell markers (*Aqp5*, *Pdpn*, *Hopx*, *Ager*), with heterogeneous expression within this population. The remaining cells expressed AT2, club, basal or ciliated cell markers. Integration with public datasets identified three robust AT1 cell- and lung-enriched genes, *Ager*, *Rtkn2* and *Gprc5a*, that were conserved across species. GPRC5A co-localized with HOPX and was not expressed in AT2 or airway cells in mouse, rat and human lung. GPRC5A co-localized with AQP5 but not pro-SPC or CC10 in mouse lung epithelial cell cytospins. We enriched mouse AT1 cells to perform molecular phenotyping using scRNA-seq. Further characterization of putative AT1 cell-enriched genes revealed GPRC5A as a conserved AT1 cell surface marker that may be useful for AT1 cell isolation.

## 1. Introduction

The lung alveolar epithelium comprises two morphologically and functionally distinct cell types: type I (AT1) and type II (AT2) cells. AT2 cells cover ~5% of the alveolar surface and have important functions including the production of surfactant proteins and both self-renewal and differentiation to AT1 cells during homeostasis and repair following injury [1,2,3,4]. AT1 cells are large, flat cells with long cytoplasmic processes that cover more than 95% of the alveolar surface and play a key role in gas exchange and ion transport [5,6]. In contrast to AT2 cells, which have been extensively studied, far less is known about AT1 cell contributions to alveolar homeostasis due to difficulty in isolating viable AT1 cell populations of sufficient yield and purity for detailed molecular and functional characterization.

An in vitro culture model which recapitulates aspects of AT2 to AT1 cell transdifferentiation has provided important insights into functional and phenotypic properties of AT1 cells [7,8,9,10]. While transdifferentiated ‘AT1-like’ cells express many of the phenotypic markers characteristic of AT1 cells in situ, and their transcriptomic profile overlaps considerably with that of freshly isolated AT1 cells, they are likely not entirely identical to AT1 cells due to alterations occurring in culture [11,12], making it important to validate in vitro findings using freshly isolated AT1 cells. Isolation of viable AT1 cells has been challenging due to their fragility based on their topological complexity, while lack of specific AT1 cell surface markers for fluorescence-activated cell sorting (FACS) or magnetic-activated cell sorting (MACS) has limited the ability to enrich for them [5,12,13].

Aquaporin 5 (AQP5), podoplanin (PDPN), homeodomain-only protein (HOPX) and more recently advanced glycation end products receptor (AGER) have been viewed as ‘classical’ AT1 cell markers [4,14]. However, all have limitations with regard to specificity for AT1 cells within the lung and are also expressed at other extrapulmonary sites, limiting their utility for isolation of pure populations of AT1 cells and generation of AT1 cell-specific Cre driver lines. In this regard, the use of podoplanin (PDPN) for AT1 cell isolation has been reported, but PDPN is also expressed in bronchial and lymphatic cells in the lung and failed to separate ATI cells from bronchiolar epithelial cells [15]. We recently identified by transcriptome profiling of rat AT1 and rat and human AT1-like cells a number of putative novel AT1 cell markers, including the GRAM domain 2 (GRAMD2) gene [12]. However, further validation of a panel of robust murine AT1 cell markers is needed for the development of novel tools for characterization of AT1 cell molecular phenotype.

Single-cell RNA-sequencing (scRNA-seq) is a powerful technique enabling characterization of the molecular states of individual cells by analyzing their transcriptional profiles. Implementation of this technique has advanced our understanding of cellular heterogeneity in various tissues and disease states [16,17,18,19,20]. In scRNA-seq analyses of whole lung, AT1 cells have been captured to only a limited extent [21,22,23], and the proportion of AT1 cells recovered for analysis has been quite low compared to that of other cell types. We therefore considered enriching for AT1 cells prior to scRNA-seq as a potential approach to facilitate further characterization of AT1 cell transcriptomes.

AQP5 is a water channel protein that is expressed on the apical surface of AT1 cells of the alveolar epithelium [24,25,26]. It is also expressed on some cells in the large airways, and as previously reported, depending on the strain of mice, on a small subset of AT2 cells [25]. We previously generated *Aqp5-Cre-IRES-DsRed* (ACID) mice in which a *Cre-IRES-DsRed* cassette was inserted into exon 1 of the endogenous *Aqp5* gene, which is abundantly expressed in AT1 cells. However, ACID mice did not show a specific DsRed signal, likely due to low levels of protein expression. Thus, in the present study ACID mice were crossed with *ROSA26-stop^flox^-tdTomato* conditional knockin mice, resulting in *ACID;R26tdTomato* mice that express tdTomato in *Aqp5*-expressing cells. The tdTomato^+^ population included cells identified as AT1 cells as well as other lung cell types; nevertheless, using these *Aqp5*-Cre reporter mice, we obtained sufficient enrichment to successfully perform scRNA-seq of a population of cells identified by Uniform Manifold Approximation and Projection (UMAP) as AT1 cells. Consistent with our previous study [27], analysis of the expression pattern of ‘classical’ AT1 cell markers within this AT1 cell population at a single-cell level revealed considerable heterogeneity. By integrating our data with public datasets [28,29,30,31] and a previous dataset derived from our in vitro AT2 to AT1 cell differentiation model [12], we identified three conserved lung- and AT1 cell-enriched genes: *Ager*, rhotekin 2 (*Rtkn2*) and G protein-coupled receptor class C group 5 member A (*Gprc5a*). One of these, *Ager*, has previously been identified as enriched in AT1 cells, although it is also expressed in other lung cells [14]. Finally, we evaluated cell-specific protein expression in the airways and distal lung by immunofluorescence staining and validated GPRC5A as a novel AT1 cell surface marker.

## 2. Materials and Methods

### 2.1. Generation of Aqp5-Reporter Mice

To generate AT1 cell-specific reporter mice, *Aqp5-Cre-IRES-DsRed* (ACID) mice in which a *Cre-IRES-DsRed* cassette is knocked into exon 1 of the endogenous *Aqp5* gene were crossed with mice with a *ROSA26-stop^flox^-tdTomato* conditional knockin allele [25,32]. Because our ACID knockin construct which includes the DsRed gene coding for red fluorescent protein showed no specific DsRed signal, likely due to low levels of protein expression, we used *ROSA26-stop^flox^-tdTomato* mice as reporter mice [25]. Double-heterozygous mice (termed *ACID;R26tdTomato*) which express the red fluorescent protein Tomato after Cre/loxP recombination were generated (Supplemental Figure S1). Mice were on an 129S6/SvEvTac background. Three male mice were used for optimization of the digestion and sorting strategy. A four-month old male mouse was used for scRNA-seq analysis.

### 2.2. Lung Digestion

Mouse lungs were surgically harvested following perfusion with phosphate-buffered saline (PBS) via the right ventricle. After digestion with 0.2% pronase (Roche, Indianapolis, IN, USA) and 0.08% collagenase/dispase (Roche), lungs were minced, suspended in Dulbecco’s modified Eagle’s medium (DMEM)/F12 (Sigma, St. Louis, MO, USA) with 0.01% DNase I (Roche), and sequentially filtered through cell strainers of 100 μm and 40 μm pore size (BD Falcon, Franklin Lakes, NJ, USA). Cells were resuspended in Red Blood Cell Lysis Buffer (Roche) for 1 min on ice and washed with PBS. The resulting cell preparation was suspended in cold buffer consisting of PBS with 2% fetal bovine serum (FBS, HyClone/Thermo Fisher Scientific, Tustin, CA, USA), 2 g/L glucose (Sigma) and 20 mM HEPES (Sigma) at a density of 10^6^ cells/100 μL, and subsequently incubated with antibodies (Abs) as described below for cell sorting.

### 2.3. Flow Cytometry

After pre-incubation with Ultra-LEAF purified anti-mouse CD16/32 Ab (Biolegend, San Diego, CA, USA) for 5 min on ice to block of Fc receptors, cells were incubated with primary Abs on ice for 45 min as follows: CD31-biotin (1:50, clone: 390, eBioscience, San Diego, CA, USA), CD45-biotin (1:100, clone: 30-F11, eBioscience) and CD324 (E-Cadherin )-PerCP-eFluor 710 (1:20, Thermo Fisher Scientific). After washing 3 times, cells were incubated with Streptavidin Allophycocyanin (1:200, APC, BD Biosciences, San Jose, CA, USA) secondary Ab for 30 min on ice. After washing 3 times, APC-negative, PerCP-eFluor 710-positive, and tdTomato-positive cells were sorted with a FACSAria cell sorter (BD Biosciences) in preparation for scRNA-seq. Cell viability following FACS was measured using trypan blue vital dye staining, and >95% of cells were confirmed to be viable. To confirm tdTomato expression in sorted cells, 1 × 10^5^ sorted cells were fixed with 4% paraformaldehyde (PFA), and cytospins were prepared by applying cells to EZ Single Cytofunnels (Thermo Fisher Scientific). Cytospins were counterstained with 4’,6-diamidino-2-phenylindole (DAPI, Vector Laboratories, Burlingame, CA, USA), and tdTomato expression was confirmed using a Nikon Eclipse 80i microscope (Nikon Instruments, Inc., Melville, NY, USA).

### 2.4. scRNA-Seq

A single-cell suspension was loaded onto a C1 mRNA Seq HT IFC (High Throughput Integrated Fluidics Circuit, Fluidigm, South San Francisco, CA, USA) designed to capture 800 single cells with diameters of 10–17 µm. The IFC was run on a C1 Single Cell Auto Prep System (Fluidigm) using the C1 Single-Cell mRNA Seq HT Reagent Kit v2 (Fluidigm). After initial cell capture, the IFC was scanned on a Leica DMI6000B microscope (Leica Microsystems, Wetzlar, Germany) to verify cell capture. Cell lysis, reverse transcription, PCR amplification, cell bar code tagging and harvesting were done onboard the C1 System. Harvested sample cleanup was performed using AMPure XP beads (Beckman Coulter, Brea, CA, USA). Sequencing libraries were generated using the Nextera XT DNA Library Preparation Kit (Illumina, San Diego, CA, USA), with indexes from Nextera XT Index Primer Set A and Set B. Libraries were pooled, and library quality was assessed on an Agilent High Sensitivity DNA Chip (Agilent Technologies, Santa Clara, CA, USA). The pooled library, combined with 30% PhiX, was loaded on a Nextseq 500/550 High Output Kit v2 Flowcell (Illumina) and sequenced on a Nextseq 500 Sequencing System (Illumina) using paired end reads (R1–26bp, R2–120bp).

### 2.5. Data Processing

Quality control of sequence reads was performed by Trim Galore and FastQC/multiQC [33]. Mapping was performed by HISAT2 against GRCm38 [34], and quantification of mapped sequence reads was calculated by featureCounts [35]. Quality control of cells was performed using the following parameters: (1) total read counts (>90,000 counts), (2) detected genes (>500 genes) and (3) proportion of sequence reads from mitochondrial genes (<0.15) [36]. Expression level of cell population markers was evaluated as absolute read count. Data clustering, including Uniform Manifold Approximation and Projection (UMAP) and identification of cluster-specific marker genes, was done using R package Seurat v3.0 [37]. Pathway analysis was performed using Ingenuity Pathway Analysis (IPA, QIAGEN, Redwood City, CA, USA). For the analysis of the bulk RNA-seq data obtained from GTEx portal site [31], counts per million were used for normalization between samples. The dataset has been deposited in the GEO database (GSE120285).

### 2.6. Comparison with Public Datasets

For validation of AT1 cell-enriched markers, (1) the scRNA-seq dataset of normal adult mouse lung was obtained from GSE108097 (Mouse Cell Atlas) [28], (2) the scRNA-seq dataset of postnatal day 1 mouse lung was obtained from the LungMAP portal site [29], (3) the scRNA-seq dataset of AT1 cells from postnatal day 60 mouse lung was obtained from GSE106960 [30], (4) bulk RNA-seq data from the human AT2-AT1 cell in vitro differentiation model were obtained from GSE66627 [12] and (5) bulk RNA-seq data of 334 normal lung tissues and 8564 other tissues from 29 different organs were obtained from the GTEx portal site [31]. Localization of protein expression was validated using data from the Human Protein Atlas (https://www.proteinatlas.org/) [38]. For evaluation of *Aqp5* expression in airway cells, the scRNA-seq dataset of airway epithelium was obtained from the Single Cell Portal site (https://portals.broadinstitute.org/single_cell/) [39].

### 2.7. Immunofluorescence Staining of Frozen Lung Sections and Cytospins

For mouse and rat, lungs were cleared of blood by perfusing in PBS, fixed in 4% PFA, incubated in sucrose solution, filled with Optimal Cutting Temperature Compound (OCT; VWR, Radnor, PA, USA))/50% PBS and frozen in OCT. Paraffin-embedded samples were prepared from human lungs that were deemed not suitable for transplantation. Lung cryosections (5 μm) were prepared as described [40]. Following antigen retrieval in Antigen Unmasking Solution at low pH (Vector Laboratories), slides of lung sections were incubated for 30 min in 0.2% Triton-X in PBS to permeabilize cells. After incubation in CAS block (Invitrogen/Zymed, San Diego, CA, USA), slides were incubated with primary Abs overnight at 4 °C. Goat anti-pro-SPC (sc-7706; Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA), mouse anti-ABCA3 (17-H5-24; Seven Hills, Cincinnati, OH, USA), mouse anti-HOPX (sc-398703; Santa Cruz), goat anti-AQP5 (sc-9890; Santa Cruz), goat anti-CC10 (sc-9772; Santa Cruz) or rabbit anti-GPRC5A (abx005719; Abbexa, Cambridge, UK) were used as primary Abs. Slides were then incubated with biotinylated anti-goat (Millipore, Temecula, CA, USA), biotinylated anti-rabbit (Millipore) or Alexa Fluor 594 anti-mouse (Thermo Fisher Scientific) secondary Abs, followed by streptavidin-FITC (Vector). Normal goat IgG (Vector), normal rabbit IgG (Vector) or normal mouse IgG (Vector) were used as negative controls. Finally, slides were mounted with Vectashield mounting medium including DAPI (Vector). Confocal images were captured using a Leica SP8 confocal system (Leica Microsystems), and negative controls were used to set the laser intensity (Supplemental Figures S7 and S8 and Figures 3C,D, 5A, 6A, and 7). Cytospins of crude cells harvested from digestion of mouse lungs were prepared as described for sorted cells above. For immunostaining, cytospins were post-fixed in 4% PFA, and antigen retrieval and staining were performed as described above for frozen lung sections. The percentage of cells that were double positive for tdTomato and pro-SPC or CC10 in immunofluorescence staining of lung sections was calculated by manually counting 10 random fields, and the percentage of cells that expressed tdTomato in immunofluorescence staining of cytospins was calculated by manually counting 5 random fields. Microscopic evaluation was independently validated by two blinded operators.

### 2.8. Statistics

R package Seurat v3.0 was used for statistical analysis. Spearman’s correlation coefficient (R) was calculated for correlation analysis, and *p* < 0.05 was regarded as significant. For violin plots, the smoothed curves were generated by Seurat using the kernel density estimator.

## 3. Results

### 3.1. Isolation of AT1 Cells from ACID;R26tdTomato Mice

To optimize the lung digestion and sorting strategy, we initially isolated AT1 cells from three *ACID;R26tdTomato* mice that expressed the red fluorescent protein tdTomato in Aqp5-expressing cells (Supplemental Figure S1). Single-cell RNAseq was subsequently performed on sorted cells from one four-month-old male mouse (Figure 1). 

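The cells of this mouse were captured on a Fluidigm C1 chip, a microfluidic device with numbered columns and rows in which each capture site lyses 1 cell and amplifies its cDNA. In *ACID;R26tdTomato* mice, Cre recombinase made from the *Aqp5* locus removes a stop sequence in front of *tdTomato*, so a cell that has once expressed *Aqp5* carries the reporter from then on. The authors trimmed the reads with Trim Galore, mapped them to GRCm38 with HISAT2 and counted them on genes with featureCounts, and deposited the unnormalized read counts. The counts cover 17136 genes in 141 cells, and 16662 genes have at least 1 read. Total reads per cell ranged from 91402 to 2170760, with a median of 419970. All cells come from 1 mouse in 1 condition, so they are 1 sample, cells were not treated as replicates, and no test, p-value or standard error was computed from them. Counts were summed over the cells of a class and expressed as CPM, the reads of a gene scaled by the total reads of that class. Ranges in parentheses after a CPM are exact Poisson 95% intervals and those after a share of cells are Clopper-Pearson 95% intervals. Both cover counting error only, because PCR copies counted without molecular identifiers are not independent molecules. Shares of cells with at least 1 read were computed on all reads and again after 90000 reads had been drawn at random from each cell, a depth that every cell reached. Gene positions are those of GENCODE vM21 on GRCm38.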

After enzymatic digestion of *ACID;R26tdTomato* mouse lungs, cells were incubated with CD45/CD31/E-cadherin Abs, and CD31^-^CD45^-^E-cadherin^+^tdTomato^+^ cells were sorted by FACS (Figure 1A, Supplemental Figure S2). FACS analysis of cells isolated from three lungs showed that 31 ± 10% of epithelial cells were positive for tdTomato (data not shown). By fluorescence microscopy, we confirmed that most sorted cells (80%) examined in cytospins were positive for tdTomato (Figure 1B). The remaining cells (~20%) were negative for tdTomato, perhaps due to loss of their cytoplasm as a result of the FACS procedure. A sorted cell suspension was loaded onto the C1 Fluidigm system, and manual checking by microscopy revealed that 392 cells (49.0%) were singlets while the remaining cells were doublets (6.75%) or empty wells. Only single cells were subsequently analyzed. After extensive quality checking of cells based on the number of detected genes, total read counts and expression of mitochondrial genes, 92 cells were selected for final analysis (Supplemental Figure S3).

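All 141 deposited cells had more than 90000 total reads and more than 500 detected genes, so the filters on these measures removed none of them. The paper counted more singlets by microscopy than were deposited, and the lowest deposited cell had 91402 reads. Whether cells below these minimums were left out before deposit cannot be told from these counts. A share of reads on the 37 mitochondrial genes below 0.15 kept 92 of the 141 deposited cells (65.2%) and removed 49 (34.8%). The kept cells had a median of 553963 reads and 2947 detected genes, against 292455 reads and 2222 genes in the removed cells. Of the choices tried on the deposited cells, the mitochondrial maximum moved this number most, and a maximum of 0.10 kept 50 cells. A lower minimum of reads could not change it, because no deposited cell lay below 90000 reads. The sites had been checked by microscopy and no doublet caller was run. With a cell called high in a cell-type list where at least 50.0% of the list's markers exceed 100 CPM, 87 of the 92 cells were high in 1 list, 3 in 2 lists and 2 in none.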

### 3.2. Unsupervised UMAP Divided Cells into Six Clusters

Unsupervised UMAP divided these 92 cells into six clusters (C1–C6, Figure 2A), and enriched genes in each cluster were identified (Supplementary Table S1). 

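The 92 cells were clustered again with Seurat on log-normalized counts (scaled to 10000 reads per cell), 2000 variable genes, 10 principal components, 10 neighbours and a resolution of 0.8, with the 19 genes that the paper names for these cells held out of the clustering. These settings gave 4 clusters of 45, 26, 11 and 10 cells. From marker lists that exclude the held-out genes, 3 of them were named AT1-like (45 cells), ciliated-like (11 cells) and AT2-like (10 cells). The cluster of 26 cells scored high for both the club and the basal list and is called the mixed club and basal cluster. At a resolution of 1.6 it separated into 16 club-like and 9 basal-like cells, while 1 cell joined the ciliated-like cells, and the AT1-like cells divided into clusters of 23 and 22. The number of neighbours changed the classes most. With 20 neighbours the cells fell into 2 clusters, 45 AT1-like cells and 47 cells of all other classes, and no AT2-like or ciliated-like class was left.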

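Each cluster was scored by a mean over the markers of a cell-type list. The value averaged was the log2 ratio of mean CPM inside to outside the cluster, with 10 CPM added to both. The lists were drawn partly from the paper's cluster genes and heatmap, which describe these same cells. High scores are therefore not independent evidence of cell identity. The 15 markers of the AT1 list averaged 4.85 in the AT1-like cluster, where the next list scored -0.40. The AT2 list averaged 5.33 in the AT2-like cluster and the ciliated list 4.67 in the ciliated-like cluster. In the mixed cluster the club list scored 3.98 and the basal list 3.91, and after its division at the higher resolution the club-like cells scored 3.96 for the club list and the basal-like cells 4.50 for the basal list. Outside the held-out genes, the AT1-like cluster was led by *Akap5*, *Flrt3*, *Cped1*, *Ptpre* and *Fam189a2*, the AT2-like cluster by *Lyz1*, *Lamp3*, *Hc*, *Scd1* and *Napsa*, and the ciliated-like cluster by *Nme9*, *Fam183b*, *1110017D15Rik*, *Pcp4l1* and *Pifo*. The club-like cells were led by *Scgb3a1*, *Bpifa1*, *Bpifb1*, *Scgb3a2* and *Muc5b* and the basal-like cells by *Krt17*, *Dcn*, *Krt15*, *Trp63* and *Ifitm1*. These genes define the clusters and are not results of them.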

A heatmap with 10–15 markers representative of fibroblasts, club, basal, AT2, AT1 and ciliated cells showed that gene expression patterns of these six clusters correspond to specific cell types (Figure 2B). For C6, the number of fibroblasts was small (*N* = 2) so that no C6-enriched genes met statistical significance; however, the cluster was distinct from the others as shown by the heat map (Figure 2B). 

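No cluster was fibroblast-like at the settings above. Ward clustering of the 10 principal components into 6 groups gave a fibroblast-like group of 2 cells, which otherwise lie in the mixed club and basal cluster. In these 2 cells *Vim* (chromosome 2, 13573927 to 13582826) had 1619 reads (613 CPM (584 to 644)), against 2 reads in the other 90 cells. *Col1a1* (chromosome 11, 94936224 to 94953042) had 73 reads (27.7 CPM (21.7 to 34.8)) against 2 reads. The cells did not share every fibroblast gene. The cell in chip column 5 and row 5 had 912 CPM of *Vim*, 870.4 CPM of *Col3a1* (chromosome 1, 45311538 to 45349706) and no *Dcn* or *tdTomato* read. The cell in column 8 and row 21 had 288 CPM of *Vim*, 1089 CPM of *Col3a1*, 2552 CPM of *Dcn* (chromosome 10, 97479609 to 97518143) and 36 *tdTomato* reads. Their total reads were 1376350 and 1263791.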

As expected, AT1 cells represented the biggest cluster (Figure 2A, cluster C4). 

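The AT1-like class held 45 of 92 cells (48.9%, 38.3 to 59.6%). The mixed club and basal cluster followed with a share of 28.3% (19.4 to 38.6%), then the ciliated-like class with 12.0% and the AT2-like class with 10.9% (5.34 to 19.1%). The intervals of the first and second classes overlap only at their ends, from 38.3% upwards for AT1-like cells and up to 38.6% for the mixed cluster. Clustering all 141 deposited cells without the filter moved the share most, to 67 of 141 cells (47.5%, 39.1 to 56.1%), and the 45 cells of it that pass the filter are the AT1-like cells named above. Median reads per cell were 468718 in AT1-like cells and 677301 in the other 47.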

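*Scgb1a1* (chromosome 19, 9083636 to 9087958) gave 261645 CPM (261370.0 to 261920.1) in the 16 club-like cells and 884 CPM in the other 76, a log2 ratio of 8.21. *Krt5* (chromosome 15, 101707070 to 101712898) gave 279.8 CPM (268 to 292) in the 9 basal-like cells, with reads in 8 of them and in 6 of the other 83, and a log2 ratio of 7.41. *Sftpc* (chromosome 14, 70520949 to 70524081) took 17.2% of all reads of the 10 AT2-like cells, 171920.4 CPM (171596 to 172245), against 653 CPM in the other 82 cells (log2 ratio 8.04). *Foxj1* (chromosome 11, 116330704 to 116335399) was detected in 8 of 11 ciliated-like cells and 12 of the other 81, at 181 CPM (171 to 191) and 3.91 CPM. Without the ciliated-like cell with the most *Foxj1* reads, the class had 99.5 CPM. Reads of *Sftpc* and *Scgb1a1* were found in cells of every class. Among the deposited cells outside the AT2-like class, the median of *Sftpc* was 169.8 CPM in chip columns that hold an AT2-like cell and 29.9 CPM in the other columns.
*Ager* (chromosome 17, 34597862 to 34600936) gave 21959 CPM (21899 to 22020.0) in the 45 AT1-like cells and 201 CPM (196 to 206) in the other 47, a log2 ratio of 6.77. For *Hopx* (chromosome 5, 77086988 to 77115121) the ratio was 5.43, from 5733 CPM (5703 to 5764). *Cav1* (chromosome 6, 17306335 to 17341452) stood at 2067 CPM (2048 to 2085) with a ratio of 4.65, and its neighbour *Cav2* (chromosome 6, 17281185 to 17289115) at 551 CPM (541 to 560.3) with 3.15. *Pdpn* (chromosome 4, 143267431 to 143299564), at 898 CPM (886 to 910.2), had a ratio of 2.98. *Gramd2* (chromosome 9, 59680144 to 59718874) gave 378 CPM (370.4 to 386) and a ratio of 4.69. *Igfbp2* (chromosome 1, 72824503 to 72852474) had a ratio of 9.29, with 337 CPM (329.7 to 345) against 0.537 CPM (0.318 to 0.849) from 18 reads in the other cells. The choice that moved these ratios most, except that of *Pdpn*, was Ward clustering, which places 1 of the 45 AT1-like cells with the ciliated-like cells. It lowered the ratio of *Igfbp2* to 5.77 and that of *Ager* to 5.00. The ratio of *Pdpn* moved most with all deposited cells, to 3.32.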

The expression of various cell-specific markers confirmed that C1 represented club cells (*Scgb1a1*), C2 basal cells (*Krt5*), C3 AT2 cells (*Sftpc*), C4 AT1 cells (*Ager*, *Hopx*, *Pdpn*, *Cav1*, *Cav2*, *Igfbp2* and *Gramd2*) and C5 ciliated cells (*Foxj1*), as shown in the UMAP (Figure 2C) and violin plots (Figure 2D). 

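Beta-actin, *Actb* (chromosome 5, 142903115 to 142906754), was detected in all 92 cells. Its median log-normalized expression was 3.73 in AT1-like cells, 3.36 in AT2-like cells, 3.18 in the mixed club and basal cluster and 2.94 in ciliated-like cells. The highest and the lowest class median differ by 0.791 on the natural log scale. Size factors from scran in place of total reads moved this difference most, to 1.13.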

Of note, the expression of endogenous markers (e.g., beta-actin, *Actb*) was stable among cell clusters (Supplemental Figure S4). The full list of enriched genes in each cluster is reported in Supplemental Table S1. 

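Supplemental Table S1 gives natural log folds for 141 genes of C4, and the same folds were computed from the counts for the 45 AT1-like cells against the other 47. All 141 had the same sign, and the largest absolute difference from the paper's fold was 0.000195. For the 29 genes of C3 the median absolute difference from the paper's fold was 0.0861 with the AT2-like class, and for the 127 of the 128 genes of C5 that are listed in the counts it was 0.109 with the ciliated-like class. The 12 genes of C1 differed by a median of 0.237 with the club-like cells, and the 32 genes of C2 by 0.0906 with the basal-like cells. Every compared gene had the paper's sign. *Apoe* (chromosome 7, 19696109 to 19699188) and *Dcn*, 2 genes of C2, gave 4994 CPM (4943 to 5046) and 2505 CPM (2469 to 2542) in the 9 basal-like cells, and *Dcn* was detected in all 9. The summed CPM of *Col1a1*, *Col1a2* (chromosome 6, 4504814 to 4541544) and *Col3a1* in the basal-like cells, leaving out the fibroblast-like cell among them, was 0.0268% of that in the 2 fibroblast-like cells.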

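*Aqp5* (chromosome 15, 99590782 to 99594829) had 643 CPM (632 to 653) in the 45 AT1-like cells and 22.2 CPM (20.6 to 23.8) in the other 47, a log2 ratio of 4.86. *tdTomato*, the reporter transcript, is not a mouse gene and has no position in the annotation. It had 123 CPM (118 to 127) in AT1-like cells and 55.6 CPM (53.1 to 58.2) in the others, a log2 ratio of 1.14. *Aqp5* was detected in 44 AT1-like cells (97.8%, 88.2 to 99.9%) and 25 of the other 47 (53.2%, 38.1 to 67.9%), and in 43 and 17 after thinning to 90000 reads. Only 1 of 11 ciliated-like cells had a read of it. *tdTomato* was detected in 39 AT1-like cells (86.7%, 73.2 to 94.9%) and 32 of the others (68.1%, 52.9 to 80.9%), and in 33 and 26 after thinning. Among the genes that the paper names for these cells, rank correlations with *tdTomato* across the 92 cells were highest for *Cav1* (0.369) and *Aqp5* (0.364). These values are too close to be put in order. *Rtkn2* (0.323), *Gprc5a* (0.282) and *Ager* (0.254) followed.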

The expression of *tdTomato* most closely resembled that of *Aqp5* (Figure 3A), and both *tdTomato*^+^ and *Aqp5*^+^ cells were highly enriched in the AT1 cell population. 

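Across the 92 kept cells, log-normalized *Aqp5* and *tdTomato* gave a Spearman's rho of 0.364 and a Pearson's r of 0.321. No p-value was computed, because the cells of 1 mouse are not independent samples. Without the 2 cells that Ward clustering sets apart as fibroblast-like, rho was 0.354. Without the 2 cells farthest from the median of *Aqp5*, rho was 0.366 and r 0.345. How much of the relation lies between classes was not computed. Within the AT1-like class rho was 0.164 and r 0.126. Among the other 47 cells rho was 0.367 and r 0.169, and within the mixed club and basal cluster 0.484 and 0.231. Among the 52 cells of chip columns 1 to 10 rho was 0.329, and among the 40 cells of columns 11 to 20 it was 0.426. Of the settings fixed in advance, clustering all deposited cells moved the coefficient most, to 0.249. Pearson's r on raw read counts, chosen after seeing the data, was 0.147.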

A moderate correlation between *Aqp5* and *tdTomato* expression was observed for epithelial cells (R = 0.32, *p* < 0.05, Figure 3B). Immunofluorescence staining of mouse lung tissue showed that ~10% of tdTomato^+^ cells were also labeled with CC10 (Figure 3C) and about 12% with pro-SPC (Figure 3D), indicating tdTomato expression in some club and AT2 cells in the *ACID;R26tdTomato* mouse, although correlation between *Aqp5* and *Scgb1a1* and *Sftpc* expression was very weak (R = −0.06 and −0.15, respectively). Nevertheless, the largest cluster was identified as AT1 cells, indicating that tdTomato sorting of lung cells isolated from *ACID;R26tdTomato* mice successfully enriched for the AT1 cell population.

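For *Aqp5* and *Scgb1a1*, the rho across the same cells was -0.304 and r was -0.416, and -0.296 and -0.409 with the 2 cells farthest from the median of *Aqp5* left out. Within AT1-like cells rho was -0.127 and r -0.220, and among the 47 other cells rho was 0.0118. Without the 2 fibroblast-like cells it was -0.358 across the remaining 90. By chip columns, rho was -0.294 in columns 1 to 10 and -0.332 in columns 11 to 20. For *Aqp5* and *Sftpc*, rho was -0.0412 and r -0.229, and -0.0263 and -0.216 without the 2 farthest cells, and rho was -0.0501 without the fibroblast-like ones. The coefficients within AT1-like cells were -0.113 (rho) and -0.243 (r), and rho among the other cells was 0.0914. Across all classes it was 0.00215 in chip columns 1 to 10 and -0.117 in columns 11 to 20. For both genes the change from rho to r was the largest among the settings fixed in advance.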

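Of the 39 AT1-like cells with a *tdTomato* read and the 32 other cells with one, the former carried 2835 of its reads and the latter 1864. Over the 8 other ways of filtering and clustering, the AT1-like share stayed between 47.5% and 48.9%, and no other named class was larger. This share adds up all clusters named AT1-like. With 5 components these were clusters of 25 and 20 cells, and the mixed club and basal cluster of 26 cells was the largest single cluster. With all deposited cells the AT1-like clusters held 40 and 27 cells. With 20 neighbours the 47 cells of all other classes formed 1 unnamed cluster. The fraction of AT1 cells in the lung before sorting was not measured in these counts. From the identity of the largest cluster, the paper concludes that sorting tdTomato-positive cells of *ACID;R26tdTomato* mice enriched for AT1 cells.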

### 3.3. Identification of Gprc5a as a Novel Candidate AT1 Cell Marker

Our scRNA-seq data indicated that some known AT1 cell genes such as *Pdpn*, *Cav1* and *Cav2* are also variably expressed at low levels in airway epithelial cells and AT2 cells (Figure 2C,D, Supplemental Figure S5A), reinforcing the notion that specificity of currently available AT1 cell markers is not optimal. Furthermore, three of these classical markers (*Pdpn*, *Aqp5* and *Cav2*), as well as other more recently described markers (e.g., *Scnn1g*, *Gramd2* and *Igfbp2*), were found to be heterogeneously expressed in subsets of AT1 cells at the single-cell level (Supplemental Figure S5B).

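*Pdpn* had 350.1 CPM (337 to 364) in the 9 basal-like cells, 92.2 CPM (87.1 to 97.5) in the 16 club-like cells, 1.59 CPM (0.763 to 2.93) in AT2-like cells and 0.927 CPM (0.340 to 2.02) in ciliated-like cells. In the club-like class 1 cell reached 3848 CPM and the median cell had no read, while the median basal-like cell had 317 CPM. The cell with 3848 CPM was high in both the club and the basal list. *Cav1* was also highest in basal-like cells, with 289.8 CPM (278 to 302), against 35.4 CPM (32.3 to 38.8) in club-like, 24.8 CPM (21.1 to 29.0) in AT2-like and 1.39 CPM (0.636 to 2.64) in ciliated-like cells. *Cav2* had 151 CPM (142 to 160.0) in basal-like, 77.9 CPM (71.2 to 85.2) in AT2-like, 59.6 CPM (53.8 to 65.9) in ciliated-like and 7.30 CPM (5.92 to 8.90) in club-like cells. Several of these values rest on 1 cell. Without the cell with the most reads, *Cav1* had 11.8 CPM in club-like, 9.26 CPM in AT2-like and 0.685 CPM in ciliated-like cells, *Cav2* had 46.9 CPM in AT2-like, 32.4 CPM in ciliated-like and 3.64 CPM in club-like cells, and *Pdpn* had 0.848 CPM in club-like cells. After thinning to 90000 reads, *Pdpn* was detected in 7 of 9 basal-like and 1 of 11 ciliated-like cells, *Cav1* in 5 and 2, and *Cav2* in 6 and 5. Median reads per cell were 709477 in basal-like and 526381 in ciliated-like cells. Outside the AT1-like class, 6 of 47 cells exceeded 100 CPM of *Pdpn*, 7 of *Cav1* and 10 of *Cav2*. The CPM outside was 12.7%, 3.98% and 11.3% of that in the AT1-like class, against 0.0546% for *Rtkn2* (chromosome 10, 67979570 to 68059740), an AT1 gene set beside them after its values were seen.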

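Among the 45 AT1-like cells, *Cav2* was detected in 40 (88.9%, 75.9 to 96.3%), *Gramd2* in 39 (86.7%, 73.2 to 94.9%), *Scnn1g* (chromosome 7, 121734479 to 121768475) in 38 (84.4%, 70.5 to 93.5%), *Pdpn* in 43 and *Igfbp2* in 36 cells. Thinned to 90000 reads per cell, the numbers were 38, 36, 37, 38 and 32. *Ager*, *Hopx* and *Cav1* were detected in all 45 cells at both depths (lower limit 92.1%). Over the 11 ciliated-like cells, taken for comparison, thinned reads were found in 5 cells for *Gramd2* and in no cell for *Scnn1g* and *Igfbp2*. For each of the 9 AT1 markers, the share of AT1-like cells with at least 1 read, before thinning, lay within the middle 90% of the same shares of the 100 genes nearest to it in mean CPM. Averaged over the 9 markers, 92.6% of the cells had a read. A minimum of 10 reads moved this average most, to 84.4%, and thinning gave 88.6%.

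**Figure D1:**
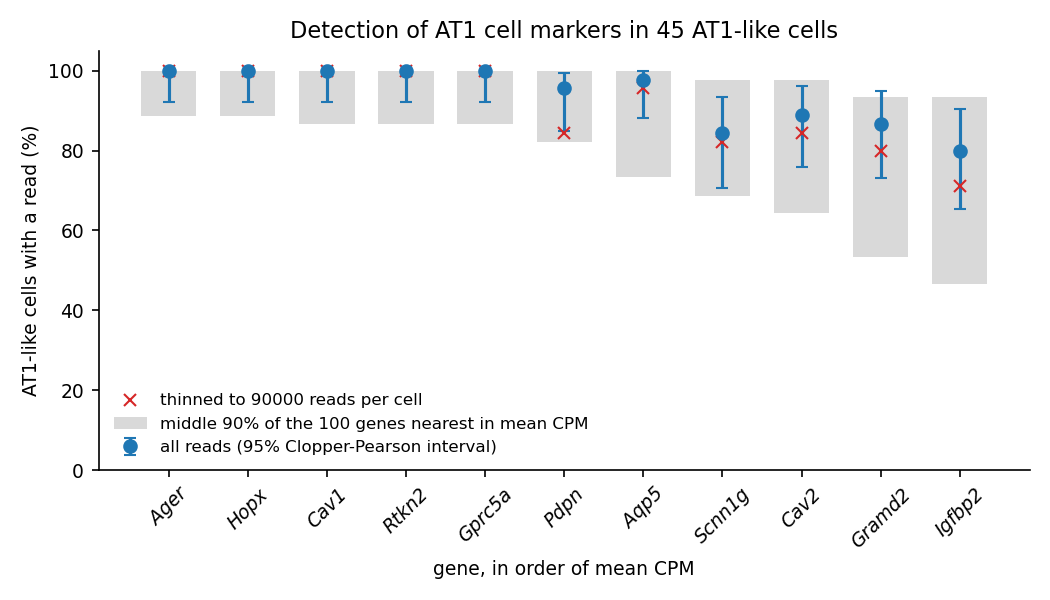
Share of the 45 AT1-like cells with at least 1 read (percent) for each AT1 marker, ordered by mean CPM. Blue points use all reads with 95% Clopper-Pearson intervals, red crosses use 90000 reads per cell, and grey bars, the middle 90% of the 100 genes nearest in mean CPM, hold every blue point.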

Our scRNA-seq was purposely biased by the use of Aqp5-lineage traced mice, limiting the analysis to only the Aqp5-positive AT1 cell population, and was used as a way to enrich for these cells. Subsequently, in order to identify a novel candidate AT1 cell surface marker, we undertook an unbiased approach, shown schematically in Figure 4A, by integrating our data with existing datasets reporting gene expression in AT1 cells. Because our goal was to identify a surface marker conserved between murine and human species, we included in our analysis available RNA-seq datasets originating from both mouse and human samples. First, the top 100 genes with the lowest false discovery rate (FDR) values and highest fold-change in AT1 cells were extracted from our dataset (Supplemental Table S2). 

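Genes were ranked by the share of pairs of an AT1-like and another cell in which the AT1-like cell has the higher log-normalized value, with ties counted as 0.5 of a pair. Of the 100 genes in Supplemental Table S2, 93 were among the first 100 of 15892 ranked genes, and the list's median rank was 51.5 and its lowest 136. All 100 were higher in AT1-like cells. The median natural log fold of the list, 1.71, exceeded those of 10000 random lists of 100 genes matched on mean expression, the largest of which was 0.337. The list was chosen on these same cells, so the overlap is not independent evidence. Ranking by log fold moved the overlap most, to 81 genes. *Ager* ranked 1, *Hopx* 7 and *Aqp5* 27. *Malat1* (chromosome 19, 5795690 to 5802672), a long noncoding RNA, ranked 35 at 28382 CPM (28313 to 28450.4) against 9593 CPM (9559.9 to 9626). *Csf1r* (chromosome 18, 61100598 to 61132149) ranked 103 and had 348 CPM (341 to 356) against 1.70 CPM (1.29 to 2.20), with reads in 32 of 45 AT1-like and 2 of 11 ciliated-like cells. Of the genes outside the C4 list and not named by the paper, with reads in at least 50.0% of AT1-like cells, the highest were *Cyp2b9* (rank 47), *Cyp2b13* (53), *Mettl7a1* (75), *S100a6* (110) and *mt-Rnr2* (111). *Cyp2b9* (chromosome 7, 26173411 to 26210661) gave 21.5 CPM (19.7 to 23.5) against 1.52 CPM (1.13 to 2.00), *Mettl7a1* (chromosome 15, 100304140 to 100328662) 3300.4 CPM (3277 to 3324) against 1259 CPM (1247 to 1271), and *S100a6* (chromosome 3, 90612882 to 90624181) 2609 against 947 CPM. *Cyp2b9*, *Cyp2b13* (chromosome 7, 26061497 to 26096197) and *Mettl7a1* have paralogs on the same chromosome between which the counting could have split reads, and *mt-Rnr2* is a mitochondrial rRNA, so these values are uncertain.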

We then integrated these 100 genes with three independent scRNA-seq datasets of mouse lung in which AT1 cell markers were included [28,30,41], further reducing the number of AT1 cell-enriched genes to 34 (“AT1 cell-enriched among all datasets” column in Supplemental Table S2). Next, we compared these data with RNA-seq data from our in vitro human AT2-AT1 cell differentiation model [12]. Among 34 genes, 25 were also enriched in AT1-like cells. Of note, *Gramd2* which was recently identified by cross-species transcriptome profiling between human and rat [12] is included in this list (Supplemental Table S2). Furthermore, *Gprc5a*, which was suggested as a possible AT1 cell marker in the same study but not further investigated, is in the list as well. 

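*Gprc5a* (chromosome 6, 135065651 to 135084709) ranked 28 of 15892 genes by the share of pairs, with 93.3% of the pairs higher in the AT1-like cell. It gave 2118 CPM (2099.5 to 2137) in AT1-like cells and 159 CPM (155 to 163) in the other 47, a log2 ratio of 3.74, and was detected in all 45 AT1-like cells at both depths. Its single-cell CPM in the class had a median of 1618, a maximum of 7489 and a coefficient of variation of 76.3%.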

Subsequently, to ensure that the candidate AT1 cell marker was not expressed in other tissues, we extracted lung-enriched genes using GTEx, which contains RNA-seq data of human tissues from various organs. Among the 25 genes, *Rtkn2*, *Ager*, and *Gprc5a* were identified as both AT1 cell- and lung-tissue enriched genes. 

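*Rtkn2* ranked 3 by the share of pairs (99.8%) and gave 1911 CPM (1894 to 1929) in AT1-like cells against 1.04 CPM (0.727 to 1.45) in the others, a log2 ratio of 10.84 from 35 reads outside the class. It was detected in all 45 AT1-like cells, on all reads and thinned, and in 7 of the other 47 after thinning. For *Ager*, every AT1-like cell was higher than every other cell. *Ager* had 587 CPM (569 to 607) in AT2-like, 142 CPM (137 to 147) in the mixed club and basal cluster and 15.1 CPM (12.3 to 18.4) in ciliated-like cells, and its reads were found in 11 of 11 ciliated-like cells, so its detection alone does not separate the classes. Without the cell with the most *Ager* reads the mixed cluster had 87.6 CPM.

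**Figure D2:**
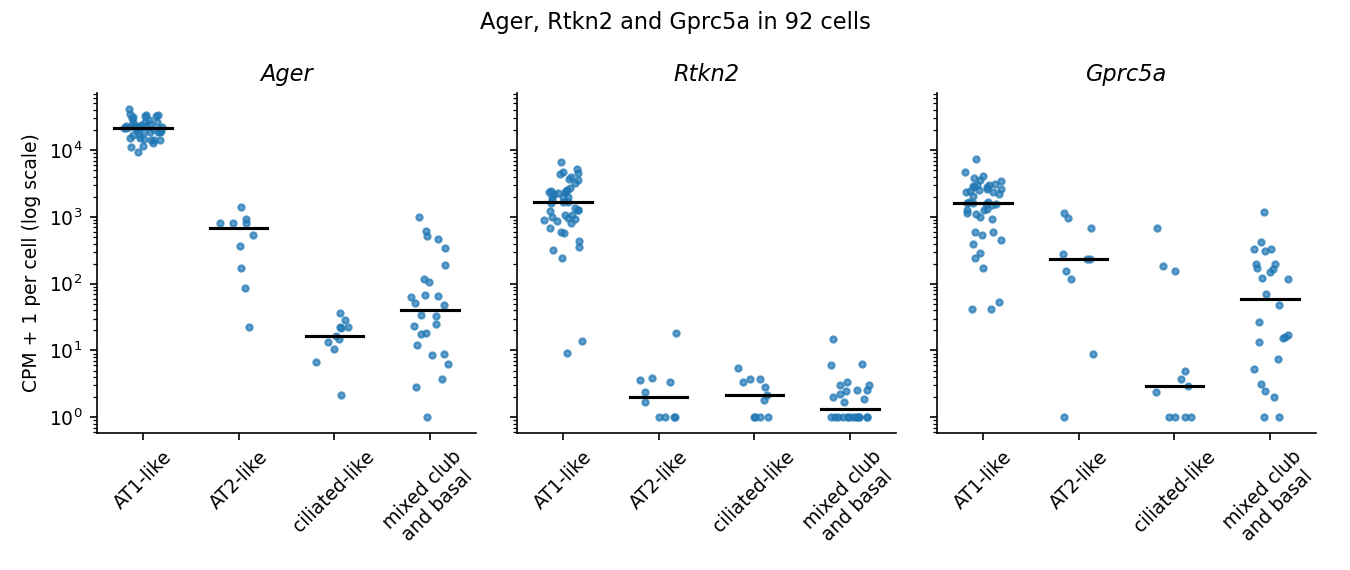
CPM plus 1 on a log axis of *Ager*, *Rtkn2* and *Gprc5a* in each of the 92 cells, grouped by class, with a line at each class median. *Rtkn2* reaches at most 17.2 CPM in a cell outside the AT1-like class, while *Ager* and *Gprc5a* reach 1402 and 1176 CPM there.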

UMAP plot from the Mouse Cell Atlas shows that these three genes are enriched in AT1 cells, although *Ager* is highly expressed in AT2 cells and *Gprc5a* is slightly expressed in some AT2 cells (Figure 4B). UMAP plots for ‘classical’ AT1 cell markers are shown in Supplemental Figure S6. On the other hand, *Rtkn2* appears to be expressed in only a subset of AT1 cells (Figure 4B). RNA-seq data from GTEx show that expression of these three genes in lung is clearly higher than in other organs (Figure 4C). Finally, integrating the comprehensive annotation of protein localization from the Human Protein Atlas, GPRC5A and AGER, but not RTKN2, were found to be plasma membrane proteins already validated at the protein level, and specifically GPRC5A protein was reported as ‘high in pneumocytes’ (https://www.proteinatlas.org/). We selected GPRC5A for further validation as it strictly met the following criteria: (1) mouse/human conservation, (2) lung specificity, (3) AT1 cell enrichment and 4) transmembrane localization criteria. This made it the best novel AT1 cell marker candidate with high potential for future isolation of AT1 cells and generation of specific Cre reporter mice.

### 3.4. Immunofluorescence Staining Revealed that GPRC5A is Specifically Expressed in Mouse, Rat and Human AT1 Cells

To confirm GPRC5A protein expression in AT1 cells, immunofluorescence staining was performed. GPRC5A was localized at the surface of AT1 cells in mouse lung (Figure 5A), and double staining with HOPX showed clear co-localization of GPRC5A and HOPX (Figure 5B). Negative controls are shown in Supplemental Figure S7A. Furthermore, double staining with pro-SPC showed that AT2 cells do not express GPRC5A (Figure 5C), indicating that expression of GPRC5A protein is AT1 cell-specific in mouse alveoli. Negative controls are shown in Supplemental Figure S7B. Next, we performed immunofluorescence with human lung tissue. Similar to findings in mouse lung, GPRC5A is clearly localized at the surface of AT1 cells (Figure 6A) while human AT2 cells, which are positive for ABCA3, do not express GPRC5A (Figure 6B). Negative controls are shown in Supplemental Figure S7C. Proximal and distal mouse, human and rat airways did not express GPRC5A above background (Figure 6C and Supplemental Figure S8). AT1 cell-specific staining of GPRC5A was also confirmed by immunofluorescence co-staining with AQP5, pro-SPC and CC10 in cytospins of digested mouse lung (Figure 7). Collectively, these results confirm that GPRC5A protein is specifically expressed on the surface of AT1 cells in both mouse and human lungs.

## 4. Discussion

We successfully performed scRNA-seq of FACS-sorted tdTomato^+^ AT1 cells from *ACID;R26tdTomato* reporter mice and integrated these results with publicly available mouse and human datasets, with the goal of identifying and further characterizing novel AT1 cell genes that could also be used as surface markers to facilitate cell sorting. 

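With the AT1 genes *Ager*, *Hopx*, *Cav1*, *Cav2*, *Scnn1g*, *Gramd2*, *Pdpn*, *Igfbp2* and *Aqp5*, every AT1-like cell had reads of at least 7 of the 9. At a resolution of 1.6, where all 92 cells fall into named classes, the club-like class held 17.4% of the cells (10.3 to 26.7%), the ciliated-like class 13.0% (6.93 to 21.7%) and the basal-like class 9.78% (4.57 to 17.8%). Among the 49 cells that the mitochondrial filter removed, clustered together with the others, 22 were AT1-like (44.9%, 30.7 to 59.8%) and 16 were AT2-like (32.7%, 19.9 to 47.5%).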

In our scRNA-seq results, approximately 50% of the 92 cells analyzed expressed conventional AT1 cell markers, while smaller subsets expressed markers of other cell types such as those for AT2, club, basal or ciliated cells, indicating that this approach allowed considerable enrichment for AT1 cells. Among the frequently used ‘classical’ AT1 cell markers, we found that *Pdpn*, *Cav1*, *Cav2* and *Aqp5* were also expressed in some cells in other epithelial clusters, and that *Pdpn*, *Cav2*, *Scnn1g*, *Gramd2*, *Igfbp2* and *Aqp5* were heterogeneously expressed within the AT1 cell population at a single-cell level. 

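*Aqp5* had 57.9 CPM (52.5 to 63.6) in basal-like cells, 31.8 CPM (27.6 to 36.5) in AT2-like, 8.80 CPM (7.28 to 10.5) in club-like and 0.154 CPM (0.00391 to 0.860) in ciliated-like cells, the last from 1 read. Without the cell with the most reads, basal-like cells had 30.6 and AT2-like cells 15.5 CPM. More than 100 CPM of *Aqp5* was reached by 4 of 47 cells outside the AT1-like class and 37 of 45 inside it. At the same level, *Pdpn* counted 33 AT1-like cells, *Cav2* 31, *Scnn1g* 30, *Gramd2* 25 and *Igfbp2* 27, while *Cav1* counted 42 and *Ager* and *Hopx* all 45. Outside the class, *Ager* exceeded 100 CPM in 16 cells, *Hopx* in 15, *Scnn1g* in 3, *Gramd2* in 3 and *Igfbp2* in none of 47.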

By integrating our scRNA-seq data with public datasets and our previous in vitro AT2 to AT1 cell differentiation model dataset [10,12,28,30], we overcame the bias of analyzing only Aqp5-positive cells and identified three robust putative AT1 cell-enriched and lung-specific genes: *Rtkn2*, *Ager* and *Gprc5a*. Based on strict selection to fulfill criteria of mouse/human conservation, AT1 cell-enriched expression and membrane localization, we selected *Gprc5a* as the best candidate for further characterization. Consistent with our selection, immunofluorescence staining of human, mouse and rat lung sections validated GPRC5A as a candidate AT1 cell surface marker. It is important to note that neither GPRC5A nor previously identified AT1 markers are uniquely expressed in AT1 cells, and further studies are needed to determine whether this reflects the biological function or origin of AT1 cells. Nevertheless, the identification of a conserved surface marker enriched in the AT1 cell population, such as GPRC5A, offers a novel tool for further study and characterization of AT1 cells.

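*Gprc5a* gave 311 CPM (297 to 325) in the 10 AT2-like cells, 134 CPM (129 to 139) in the mixed club and basal cluster and 90.2 CPM (83.0 to 97.8) in ciliated-like cells. Most of the ciliated-like reads came from 1 cell, without which the class had 25.5 CPM. After thinning it was detected in 8 of 10, 19 of 26 and 4 of 11 cells of these classes. It exceeded 100 CPM in 23 of 47 cells outside the AT1-like class, and its CPM there was 7.50% of that in AT1-like cells. For the 9 other AT1 markers this percentage ranged from 0.159% (*Igfbp2*) to 12.7% (*Pdpn*), with a median of 3.45%.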

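*tdTomato* gave 98.4 CPM (91.4 to 106) in the 9 basal-like cells, 58.1 CPM (54.0 to 62.3) in the 16 club-like cells and 13.3 CPM (10.6 to 16.4) in the 11 ciliated-like cells, where it was 7.02 CPM without the highest cell. It was detected in 8, 13 and 8 cells of these classes, and in 8, 10 and 5 after thinning to 90000 reads. Median reads per cell in the club-like class were 877306. The lowest share was that of the AT2-like class, with 2 of 10 cells (20.0%, 2.52 to 55.6%), which had been sorted by the same gate.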

Within our dataset, airway cell clusters in the *ACID;R26tdTomato* mouse were also positive for *tdTomato* (Figure 3A), with immunofluorescence staining showing that ~10% of CC10^+^ cells are tdTomato^+^ (Figure 3C). This is consistent with our previous study which revealed that *Aqp5* is also expressed in trachea and in a subset of conducting airway epithelial cells, as shown in *ACID;R26LacZ^+/+^* mice [25]. Accordingly, we found moderate, but not strong, correlation between *Aqp5* and *tdTomato* expression (Figure 3B), suggesting that some *tdTomato*-positive cells do not express *Aqp5* and conversely that not all *Aqp5*-expressing cells express *tdTomato*. 

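Reads of both genes were found in 56 of 92 cells, of *Aqp5* alone in 13, of *tdTomato* alone in 15 and of neither in 8. In the AT1-like class, 38 of 45 cells had both, 6 *Aqp5* alone and 1 *tdTomato* alone. In ciliated-like cells 1 of 11 had both and 7 *tdTomato* alone, and in the mixed club and basal cluster 15 of 26 had both and 7 *tdTomato* alone. A cell without a read is not shown to lack the transcript at this depth, because *tdTomato* had a median of only 74.7 CPM in AT1-like cells and thinning lowered the number of them with a read to 33.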

Given that Cre is constitutively expressed, expression of *tdTomato* in *Aqp5*^−^ cells may be the result of recombination during development with subsequent loss of *Aqp5*.

Regardless, these findings indicate that *ACID;R26tdTomato* mice can be used to enrich for AT1 cells for subsequent downstream analyses by sorting for tdTomato^+^ cells, which we will pursue in future studies. 

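In the 10 AT2-like cells, 2 had reads of both *tdTomato* and *Aqp5*, 6 of *Aqp5* alone and 2 of neither. *tdTomato* summed to 37.1 CPM (32.5 to 42.1), or 10.2 CPM without the cell that held most of its reads, and *Aqp5* was detected in 8 of 10 cells, or 6 after thinning, against 0 of 11 ciliated-like cells after thinning. The median AT2-like cell had 4.77 CPM of *Aqp5* and 1 cell 369 CPM. Clustered without the mitochondrial filter, 5 of 27 AT2-like cells (18.5%, 6.30 to 38.1%) had a *tdTomato* read and 21 (77.8%, 57.7 to 91.4%) an *Aqp5* read, against 7 of 21 ciliated-like cells with an *Aqp5* read. After thinning, 4 of these AT2-like cells (14.8%, 4.19 to 33.7%) had a *tdTomato* read and 15 (55.6%, 35.3 to 74.5%) an *Aqp5* read, against 2 ciliated-like cells with an *Aqp5* read. In the other direction, *Sftpc* was detected in all 45 AT1-like cells, at a median of 97.6 CPM. It had reads in all 82 cells outside the AT2-like class, so its detection alone does not separate the classes. Among deposited AT1-like cells its median was 170 CPM in chip columns with an AT2-like cell and 61.0 CPM in the other columns.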

Here, we also found that some *tdTomato*^+^ cells express AT2 cell markers, and some cells expressing AT2 cell markers also express *Aqp5* (Figure 3A). This could reflect true expression of *Aqp5* in AT2 cells, or the presence of cells intermediate between AT1 and AT2 cells as we and others have previously shown [22,27]. However, in the present study, the number of potential intermediate cells was too small for further characterization.

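None of the 3 cells that were high in 2 cell-type lists was high in both the AT1 and the AT2 list. All 3 lie in the mixed club and basal cluster and were high in the club list together with the basal, the ciliated or the AT2 list. The highest *Sftpc* in an AT1-like cell was 2847 CPM, and the highest *Ager* in an AT2-like cell 1402 CPM, where the median AT2-like cell had 676 CPM.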

Despite limitations of the Fluidigm system with regard to capturing only small numbers of cells, a major strength is the greater depth of sequencing compared to other methods. For example, a recent study identified a novel subpopulation of pulmonary neuroendocrine cells showing that a small number of cells can lead to significant insights [42]. This enabled us to demonstrate heterogeneity among AT1 cells with regard to the expression of AT1 cell markers (Supplementary Figure S5B). Interestingly, we found that some well-known AT1 cell markers, such as *Pdpn*, *Igfbp2*, *Cav2* or *Gramd2*, were not uniformly expressed in all AT1 cells (Supplemental Figure S5B), indicating considerable heterogeneity among AT1 cells within this cluster. This is consistent with other published findings of AT1 cell sub-populations and may also reflect the fact that AT1 cell marker expression can change over time [27,43], so cells that are positive for one marker might later become positive/negative for another marker. 

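Over the 45 AT1-like cells, the coefficient of variation of single-cell CPM was 156% for *Gramd2*, 123% for *Pdpn*, 112% for *Igfbp2* and 101% for *Cav2*. It was 32.0% for *Ager* and 49.6% for *Hopx*, the markers with the highest mean CPM. For *Cav1*, detected in all 45 cells, it was 90.3%, for *Aqp5* 98.2% and for *Scnn1g* 98.7%, close to that of *Cav2*. With at least 10 reads required, *Pdpn* and *Cav2* were each detected in 35 cells (77.8%, 62.9 to 88.8%), *Gramd2* in 32 and *Igfbp2* in 30. With at least 1 read, *Pdpn* was detected in 95.6% of the cells, *Cav2* in 88.9%, *Gramd2* in 86.7% and *Igfbp2* in 80.0%. Each share lay within the middle 90% of the 1-read shares of the 100 genes nearest in mean CPM, which was 82.2 to 100% for *Pdpn*, 64.4 to 97.8% for *Cav2*, 53.3 to 93.3% for *Gramd2* and 46.6 to 93.3% for *Igfbp2*. No such range was computed at 10 reads. The number of markers detected in a cell and its total reads had a rank correlation of 0.123.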

Further studies and a collaborative effort to analyze and compare datasets generated from different research groups in the field is needed to clarify and fully understand the basis for marker heterogeneity in AT1 cells. 

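Of the 44 AT1-like cells with an *Aqp5* read, 35 had a read of *Igfbp2* (79.5%, 64.7 to 90.2%). Requiring at least 10 reads of each gene moved this share most, to 27 of 41 cells (65.9%, 49.4 to 79.9%). In the 44 cells *Igfbp2* had a median of 202 CPM, quartiles of 5.42 and 661 CPM and a maximum of 1565 CPM, and 26 of them exceeded 100 CPM. No ciliated-like cell had a read of *Igfbp2* (0 of 11, 0.0%, 0.0 to 28.5%), at median depths of 526381 reads there and 468718 reads in the AT1-like class.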

Our observation that *Igfbp2* is expressed in only half of the *Aqp5*^+^ AT1 cells (Supplementary Figure S5B) is in conflict with previous findings showing that most (95%) *Hopx*^+^ AT1 cells isolated from adult (postnatal day 60) *Sftpc-CreER;Rosa26-Zsgreen;Hopx-tdTomato* mice express *Igfbp2* [30]. This discrepancy may be due to a different sorting strategy that led to isolation of different cell populations or strain differences.

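Over the 141 deposited cells the median share of reads on mitochondrial genes was 12.1%. The denominator and the genes counted moved it most. With protein-coding genes only the median was 5.61% and 117 cells lay below 15%, and with 4 nuclear pseudogenes counted as mitochondrial, a setting chosen after seeing the data, it was 14.5% and 75 cells lay below it. In classes formed without the filter, the median was 12.1% in 67 AT1-like cells, 18.2% in 27 AT2-like cells, 10.7% in 21 ciliated-like cells and 9.45% in the 26 cells of the mixed club and basal cluster formed there. The filter removed 22 AT1-like cells (32.8%, 21.8 to 45.4% of the class) and 16 AT2-like cells (59.3%, 38.8 to 77.6% of the class).

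**Figure D3:**
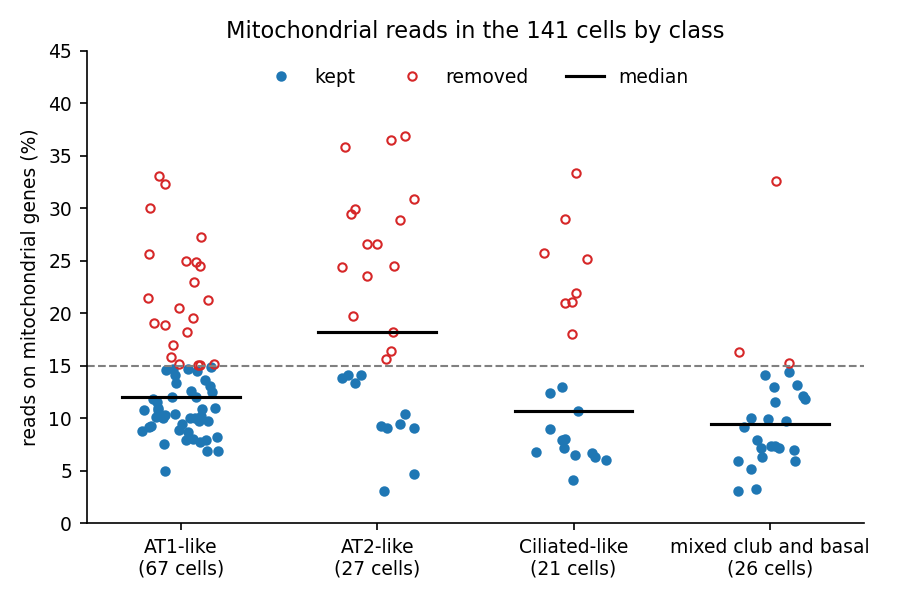
Share of reads on mitochondrial genes (percent) in each of the 141 deposited cells, by class without the filter, with kept and removed cells marked, a line at each median and a dashed line at 15%. The AT2-like class has the highest median.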

In our scRNA-seq data, the percentage of mitochondrial genes is relatively high (Supplementary Figure S3), suggesting that enzymatic digestion and the FACS procedure are still quite harsh for the relatively fragile AT1 cells. Other approaches such as single-nuclei RNA-seq (snRNA-seq), in which mild digestion can be done to reduce damage to AT1 cell nuclei, may be an alternative option to study gene expression of AT1 cells, as recently reported [44].

The isolation and characterization of AT1 cells represents a major challenge within the pulmonary field, due to both the heterogeneity and lack of specificity of expression of AT1 cell markers, as well as the lack of robust antibodies for their detection. By integrating several datasets, we identified three putative AT1 cell-enriched and lung-specific genes: *Gprc5a*, *Rtkn2* and *Ager.* Among these three putative AT1 markers, *Rtkn2* expression appears as the most ‘AT1-specific’. However, while *Gprc5a* and *Ager* are expressed in almost all AT1 cells (Figure 4B), *Rtkn2 is* restricted to only a subset of AT1 cells, and it would not be a useful surface marker for AT1 cell isolation as it encodes for a nuclear protein. Because of its potential usefulness as a surface marker for isolation of AT1 cells, we chose the transmembrane protein GPRC5A for further validation. Although there is low-level expression of *Gprc5a* in mouse (Figure 4B) and human AT2 cells [21,23] at the mRNA level, as well as in bronchial airway epithelial cells [23], we found that at the protein level GPRC5A is very specific for AT1 cells in mouse, rat and human lungs (Figure 5 and Figure 6 and Supplemental Figure S8), despite a previous report of expression in airway epithelial cells [45]. We show that it is localized to the membrane of AT1, but not AT2 or airway cells by immunostaining, supporting its value as a highly promising surface marker for sorting AT1 cells specifically from distal lung cell populations.

*Gprc5a* was first cloned as a retinoic acid-inducible gene 1 (RAIG1) which has a sequence containing seven transmembrane domains, characteristic of G protein–coupled receptors [46]. *Gprc5a* knockout mice do not show developmental abnormalities or phenotypic changes in the lung, but develop spontaneous lung adenocarcinomas [47]. Deletion of this gene confers susceptibility to endotoxin-induced pulmonary edema and injury [48], indicating that GPRC5A is critical for lung homeostasis and functions as a tumor suppressor. Consistent with this, GPRC5A expression was found to be decreased in patients with chronic obstructive pulmonary disease (COPD) and non-small-cell lung cancer [45]. GPRC5A was shown to transduce NF-κB and STAT3 signaling [49], but the molecular function of GPRC5A, especially in AT1 cells, has not been elucidated to date. Interestingly, we previously showed a role for retinoid X receptor (RXR) signaling in AT2 to AT1 cell differentiation in vitro [10], suggesting a mechanism whereby GPRC5A might be upregulated during this phenotypic transition. Further characterization of the role of GPRC5A in AT1 cells is needed.

In summary, using *ACID;R26tdTomato* mice, we enriched for AT1 cells and successfully performed scRNA-seq, an analysis which has previously been limited by the difficulty in isolating adequate numbers of viable AT1 cells. We show that at the single-cell level, many frequently used AT1 cell markers lack specificity. Heterogeneity in expression of putative AT1 cell markers was observed, emphasizing the need for development of additional AT1 cell (and especially surface) markers for more complete characterization and sorting of the entire population of AT1 cells. Our approach allowed sufficient enrichment of AT1 cells to enable identification and characterization of GPRC5A as a potential novel validated surface marker for AT1 cells. Analysis of greater numbers of AT1 cells is warranted to validate and further characterize subgroups of AT1 cells as well as novel AT1 cell functions.

## Figures and Tables

**Figure 1:**
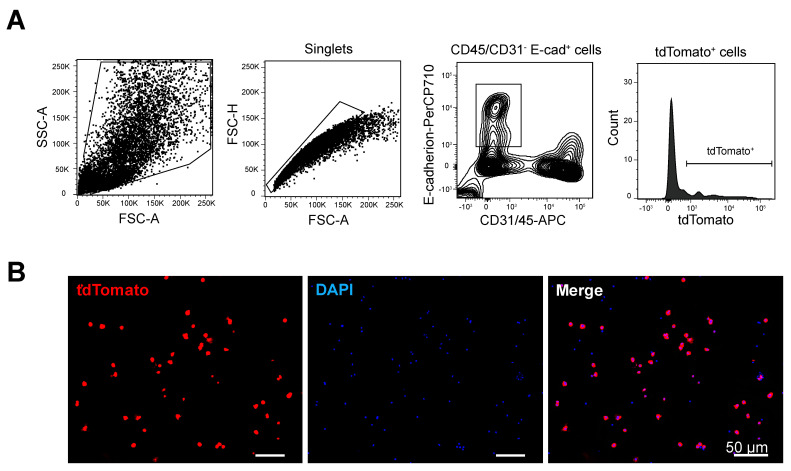
Sorting of tdTomato^+^ cells from *ACID;R26tdTomato* mice. (**A**) Flow cytometry strategy for sorting AT1 cells. CD45/CD31 negative, E-cadherin positive, tdTomato positive cells were sorted; 31% ± 10% (*n* = 3) of epithelial cells from test mice were positive for tdTomato (panel 4). The box in the third panel delineates the CD45/CD31-negative and E-cadherin-positive populations. (**B**) Immunofluorescence images of cytospins after fluorescence-activated cell sorting (FACS). Approximately 80% of cells are positive for tdTomato.

**Figure 2:**
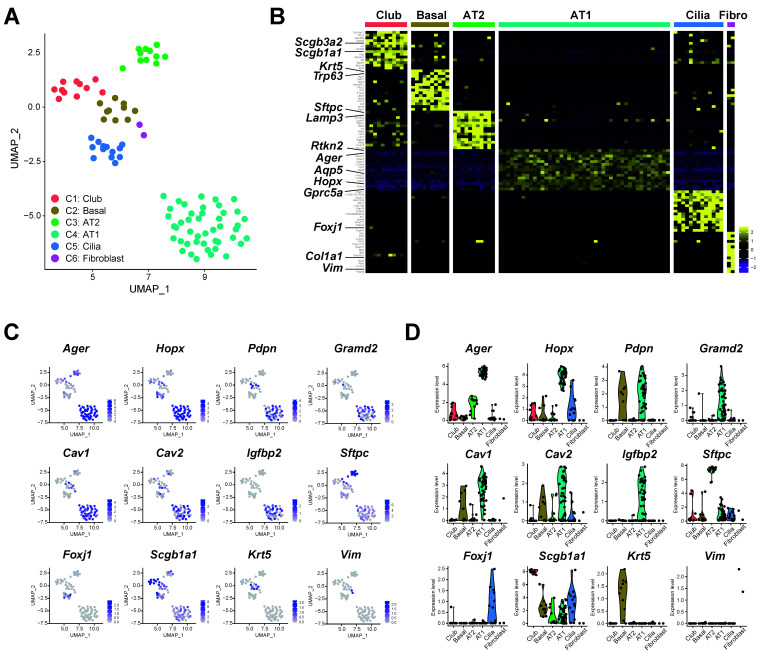
Clustering of 92 tdTomato-positive cells in *ACID;R26tdTomato* mice. (**A**) Unsupervised UMAP divided 92 cells into 6 clusters (C1–C6). Expression level (C and D) represents absolute read count. (**B**) Heatmap with 10–15 markers representative of each cell type. Yellow and purple colors indicate high and low expression, respectively. (**C**) UMAP plots with known cell type-specific marker genes. AT1 cells (*Ager*, *Hopx*, *Pdpn*, *Igfbp2*, *Cav1*, *Cav2* and *Gramd2*), AT2 cells (*Sftpc*), club cells (*Scgb1a1*), basal cells (*Krt5*), ciliated cells (*Foxj1*) and fibroblasts (*Vim*). Blue and grey indicate high and low expression, respectively. (**D**) Violin plot with the same marker genes as in C.

**Figure 3:**
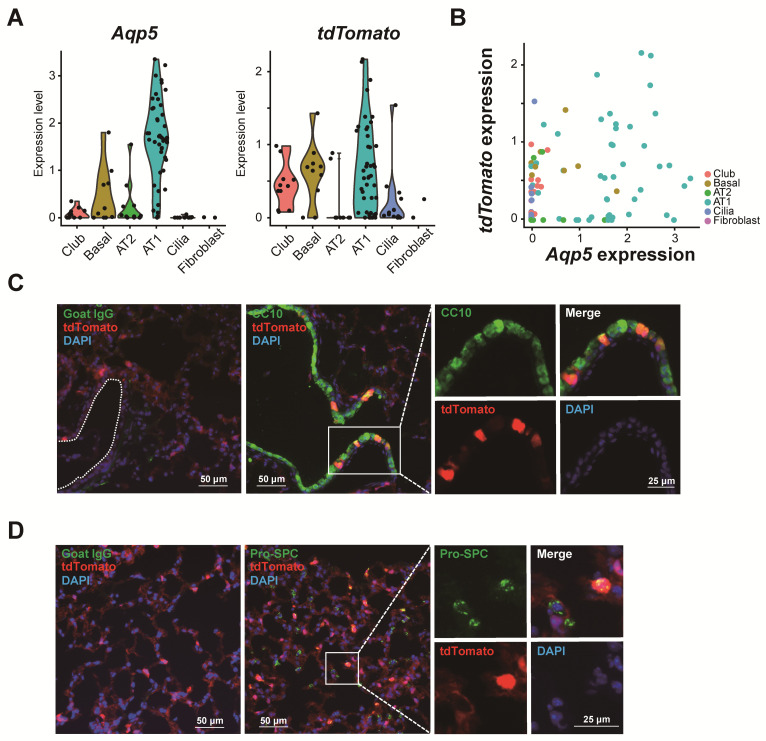
TdTomato expression in *ACID;R26tdTomato* mouse lung. (**A**) Violin plot for *Aqp5* (left) and *tdTomato* (right). (**B**) Scatter plot between *Aqp5* and *tdTomato* expression. (**C**) Immunofluorescence staining shows CC10 (green) and tdTomato (red) expression in *ACID;R26tdTomato* mouse lung. Goat IgG (left panel) was used as negative control. White dotted line indicates outline of airway. (**D**) Immunofluorescence staining shows pro-SP-C (green) and tdTomato (red) expression in *ACID;R26tdTomato* mouse lung. Goat IgG (left panel) was used as negative control.

**Figure 4:**
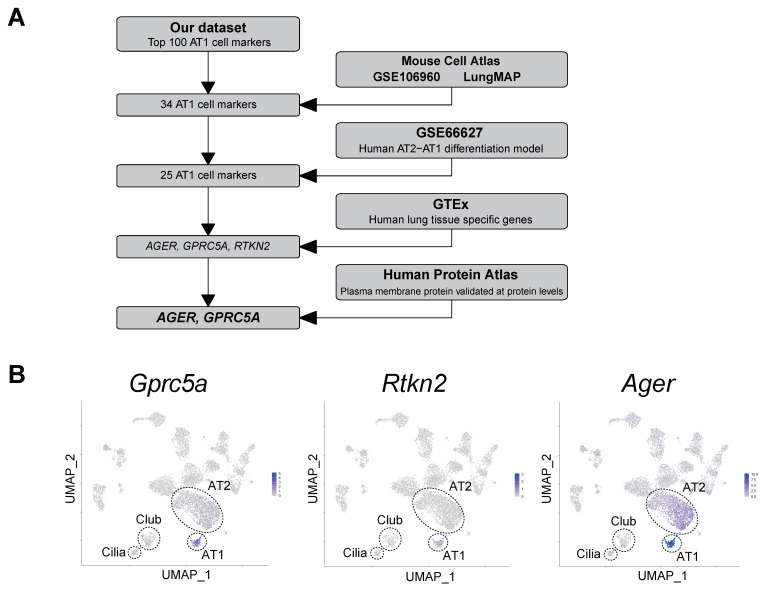

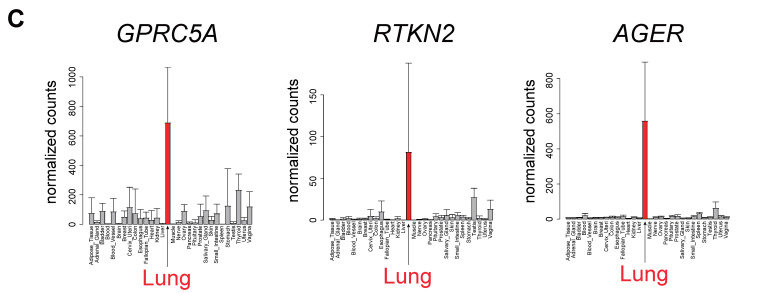
High expression of *Gprc5a*, *Rtkn2* and *Ager* in AT1 cells and lung. (**A**) Flowchart for identifying AT1 cell- and lung-enriched genes. (**B**) UMAP of scRNA-seq data from Mouse Cell Atlas [28] with *Gprc5a*, *Rtkn2* and *Ager*. Blue and grey indicate high and low expression (determined by absolute read count), respectively. (**C**) Gene expression of *GPRC5A*, *RTKN2* and *AGER* in lung (red) and 29 other organs (grey) from GTEx database. Counts per million was used for normalization between samples.

**Figure 5:**
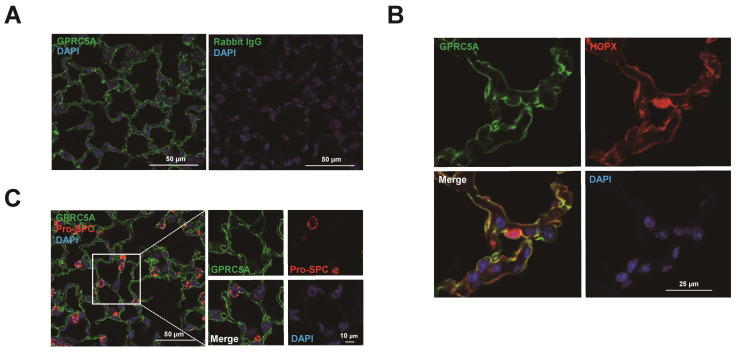
GPRC5A expression in mouse distal lung. (**A**) Representative single staining for GPRC5A (green) in mouse distal lung. Blue = DAPI. Rabbit IgG (right panel) was used as negative control. (**B**) Representative double staining for GPRC5A (green) and HOPX (red) in mouse distal lung. Blue = 4′,6-diamidino-2-phenylindole (DAPI). Negative controls are shown in Supplemental Figure S7A. (**C**) Representative double staining for GPRC5A (green) and pro-SPC (red) in mouse distal lung. Blue = DAPI. Negative controls are shown in Supplemental Figure S7B.

**Figure 6:**
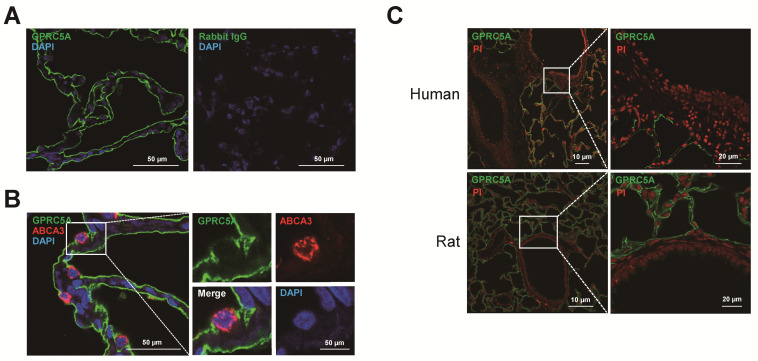
GPRC5A expression in human and rat lung. (**A**) Representative single staining for GPRC5A (green) in human distal lung. Blue = DAPI. Rabbit IgG (right panel) is the negative control. (**B**) Representative double staining for GPRC5A (green) and ABCA3 (red) in human distal lung. Blue = DAPI. Negative controls are showed in Supplemental Figure S7C. (**C**) Representative single staining for GPRC5A (green) in human (upper panel) and rat (lower panel) airway. White box indicates airway. Red = propidium iodide (PI).

**Figure 7:**
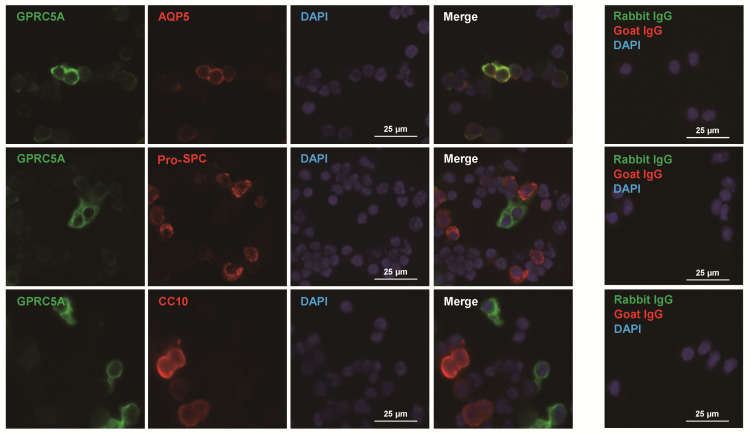
Co-staining of GPRC5A with AQP5, pro-SPC and CC10 in crude cytospin preparations from mouse lung. Representative double staining for GPRC5A (green) and AQP5 (upper panel, red), pro-SPC (middle panel, red) or CC10 (lower panel, red) in cytospins of crude preparations from digested mouse lung tissue. Blue = DAPI. Rabbit and goat IgG were negative controls.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/11/2460/s1, Figure S1: Generation of *ACID; R26tdTomato* mice. Figure S2: Negative controls for gating for FACS. Figure S3: Quality checking of cells after sequencing. Figure S4: Expression of an endogenous control in our scRNA-seq data. Figure S5: Expression of conventional AT1 cell markers in non-AT1 cell epithelial clusters and heterogeneous expression in AT1 cells. Figure S6: Expression of representative AT1 cell markers in mouse AT1 cells. Figure S7: Negative controls for immunofluorescence. Figure S8: GPRC5A expression is not detected in mouse and human proximal airways. Table S1: Enriched genes in each cluster. Table S2: Top 100 AT1 cell-enriched genes in our scRNA-seq analysis.

# Supplementary material for: Integrated Single-Cell RNA-Sequencing Analysis of Aquaporin 5-Expressing Mouse Lung Epithelial Cells Identifies GPRC5A as a Novel Validated Type I Cell Surface Marker
**Source:** Cells. 2020 Nov 11;9(11):2460. doi: 10.3390/cells9112460
**Supplement:** Supplementary file 1

## Supplemental Figure S2

**A**

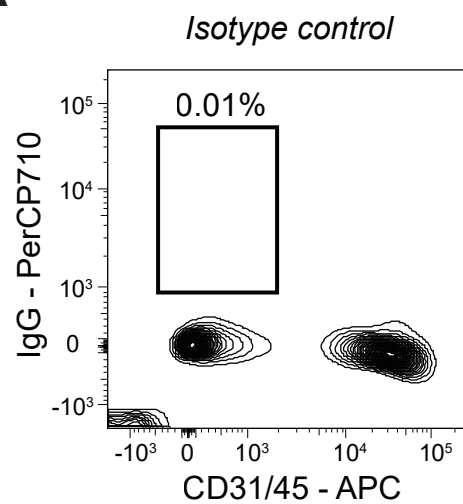

**B**

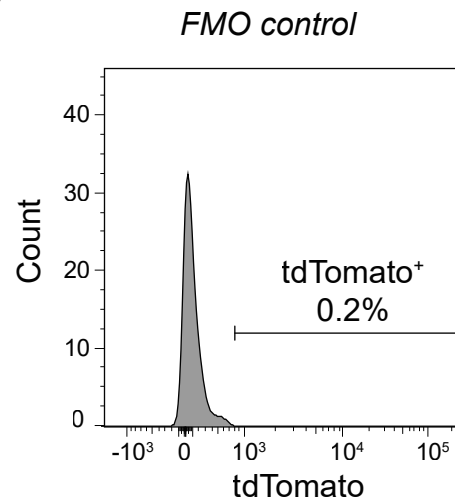

### Supplemental Figure S2. Negative controls for gating for FACS.

A) Isotype control for E-cadherin-PerCP710. B) Fluorescence Minus One (FMO) control for tdTomato.

# Supplementary material for: Integrated Single-Cell RNA-Sequencing Analysis of Aquaporin 5-Expressing Mouse Lung Epithelial Cells Identifies GPRC5A as a Novel Validated Type I Cell Surface Marker
**Source:** Cells. 2020 Nov 11;9(11):2460. doi: 10.3390/cells9112460
**Supplement:** Supplementary file 1

## Supplemental Figure S3

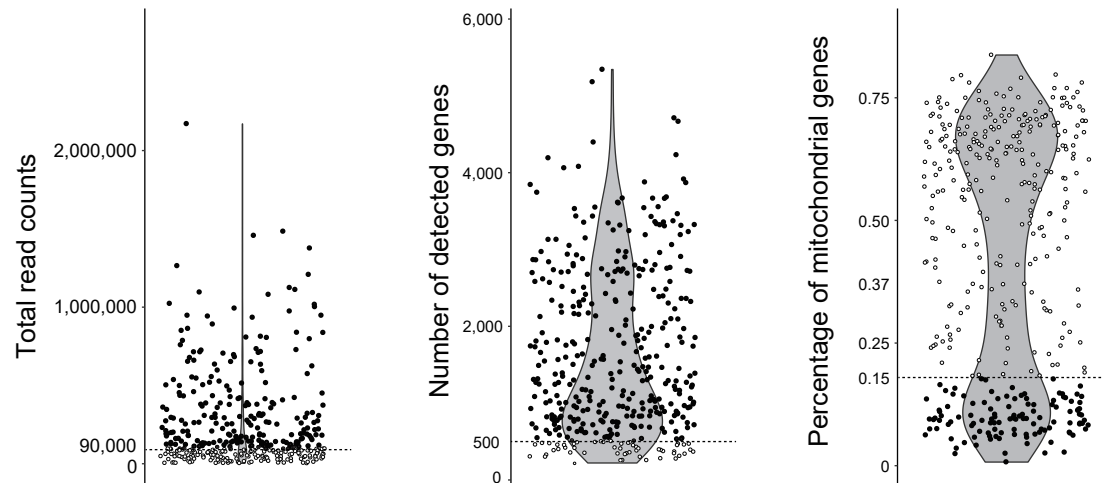

### Supplemental Figure S3. Quality checking of cells after sequencing.

Left: Violin plot of total read counts (cut off: 90,000). 

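Total reads per cell count every read that featureCounts assigned to a gene, mitochondrial genes included. The 92 kept cells ranged from 142003 reads upwards, and the 49 removed cells from 91402 to 1016937. Counted without mitochondrial reads, the deposited cells ranged from 67980 to 2104948 reads with a median of 355266, and the lowest kept cell had 134136.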

Middle: Violin plot of detected genes (cut off: 500).

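A gene counts as detected with at least 1 read. The deposited cells had 1163 to 5343 detected genes with a median of 2736, and the kept cells at least 1582. Medians by class were 2746 in AT1-like, 3064 in AT2-like and 3129 in ciliated-like cells and 3362 in the mixed club and basal cluster, which was also sequenced deepest.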

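The share of mitochondrial reads divides the reads on mitochondrial genes by all reads counted on genes in a cell. It ranged from 3.03% to 36.9% over the deposited cells. The kept cells had a median of 9.74% and a maximum of 14.8%, and the removed cells a minimum of 15.1% and a median of 23.6%.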

Right: Violin plot of proportion of sequence reads from mitochondrial genes (cut off: 0.15). Dots indicate each cell and black dots indicate cells which passed the cutoff values for each parameter.

# Supplementary material for: Integrated Single-Cell RNA-Sequencing Analysis of Aquaporin 5-Expressing Mouse Lung Epithelial Cells Identifies GPRC5A as a Novel Validated Type I Cell Surface Marker
**Source:** Cells. 2020 Nov 11;9(11):2460. doi: 10.3390/cells9112460
**Supplement:** Supplementary file 1

## Supplemental Figure S4

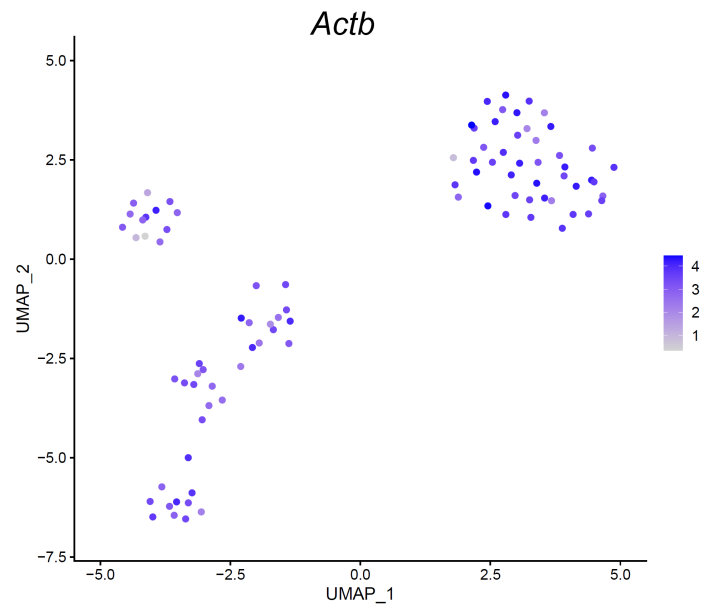

**Supplemental Figure S4. Expression of an endogenous control in our scRNA-seq data.**  
*Actb* (beta-actin) expression is stable among all the cell clusters.

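Summed over cells, *Actb* gave 4219 CPM (4193 to 4246) in the AT1-like class, 2312 CPM (2292 to 2333) in the mixed club and basal cluster, 2276 CPM (2239 to 2314) in the AT2-like and 2049 CPM (2014 to 2084) in the ciliated-like class. The log2 ratio of AT1-like to all other cells was 0.90. Single cells ranged from 0.841 to 4.44 in log-normalized expression within the AT1-like class and from 0.352 to 4.23 within the mixed cluster, so cells of 1 class differed by more than the class medians.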

# Supplementary material for: Integrated Single-Cell RNA-Sequencing Analysis of Aquaporin 5-Expressing Mouse Lung Epithelial Cells Identifies GPRC5A as a Novel Validated Type I Cell Surface Marker
**Source:** Cells. 2020 Nov 11;9(11):2460. doi: 10.3390/cells9112460
**Supplement:** Supplementary file 1

# Supplemental Figure S5

A

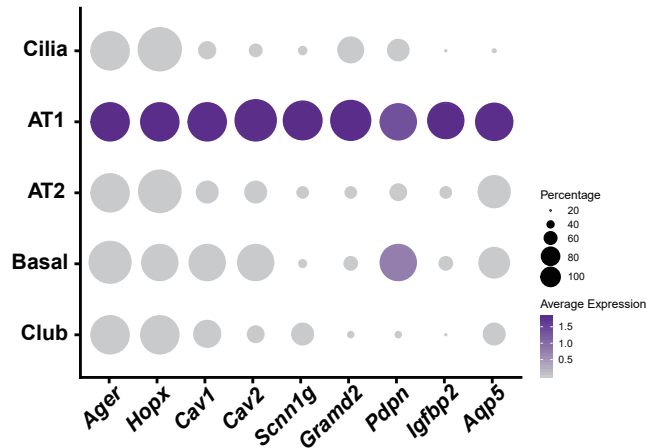

B

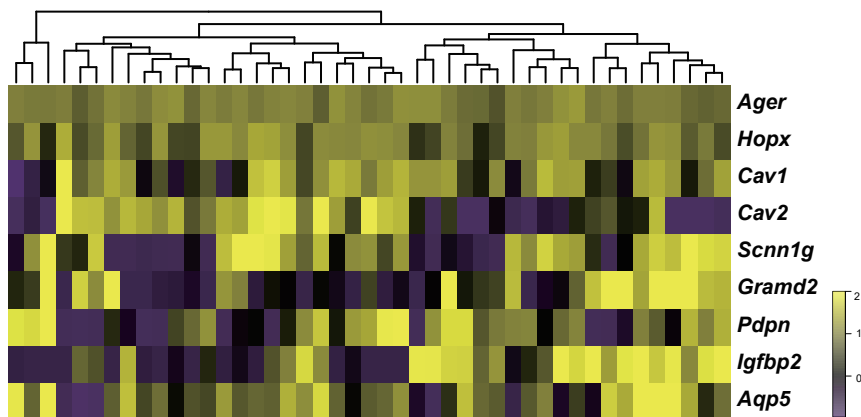

## Supplementary Figure S5. Expression of conventional AT1 cell markers in non-AT1 cell epithelial clusters and heterogeneous expression in AT1 cells.

A: Dot plot of percent of cells expressing conventional AT1 cell markers (*Ager*, *Hopx*, *Cav1*, *Cav2*, *Scnn1g*, *Gramd2*, *Pdpn*, *Igfbp2* and *Aqp5*, dot size) and average expression (color scale) in each epithelial cluster.

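For the AT1 markers not given by class elsewhere, *Hopx* averaged 186 CPM (176 to 197) in ciliated-like cells, 146 CPM (141 to 152) in the mixed club and basal cluster and 36.1 CPM (31.6 to 41.1) in AT2-like cells. In the mixed cluster 1 cell had 3345 CPM of *Hopx* where the median cell had 11.3. *Scnn1g* averaged 692 CPM (682 to 703) in the AT1-like class, 31.8 CPM (27.6 to 36.5) in AT2-like cells and 20.5 CPM (18.6 to 22.6) in the mixed cluster, and *Gramd2* 18.8 CPM (17.0 to 20.7) in the mixed cluster and 11.9 CPM (9.38 to 14.9) in ciliated-like cells. *Scnn1g* was detected in 4 of 10 AT2-like and 3 of 11 ciliated-like cells, and in 2 and 0 after thinning. Leaving out the cell with the most reads gave 4.84 CPM of *Hopx* and 1.08 CPM of *Scnn1g* in AT2-like cells, 10.9 CPM of *Scnn1g* and 11.2 CPM of *Gramd2* in the mixed cluster, and 6.39 CPM of *Gramd2* in ciliated-like cells.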

B: Heatmap of 45 AT1 cells with conventional or frequently used AT1 cell markers (*Ager*, *Hopx*, *Cav1*, *Cav2*, *Scnn1g*, *Gramd2*, *Pdpn*, *Igfbp2* and *Aqp5*). 

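The median AT1-like cell had reads of 8 of the 9 markers, 21 of 45 cells had all 9, and 15 had all 9 after thinning to 90000 reads, when the fewest in a cell was 6. The median single-cell CPM in the class was 1880.0 for *Cav1*, 691 for *Pdpn*, 568 for *Scnn1g*, 440.1 for *Aqp5*, 329 for *Cav2* and 130.2 for *Gramd2*.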

Yellow and purple indicate high and low expression, respectively.

# Supplementary material for: Integrated Single-Cell RNA-Sequencing Analysis of Aquaporin 5-Expressing Mouse Lung Epithelial Cells Identifies GPRC5A as a Novel Validated Type I Cell Surface Marker
**Source:** Cells. 2020 Nov 11;9(11):2460. doi: 10.3390/cells9112460
**Supplement:** Supplementary file 1

## Supplemental Figure S6

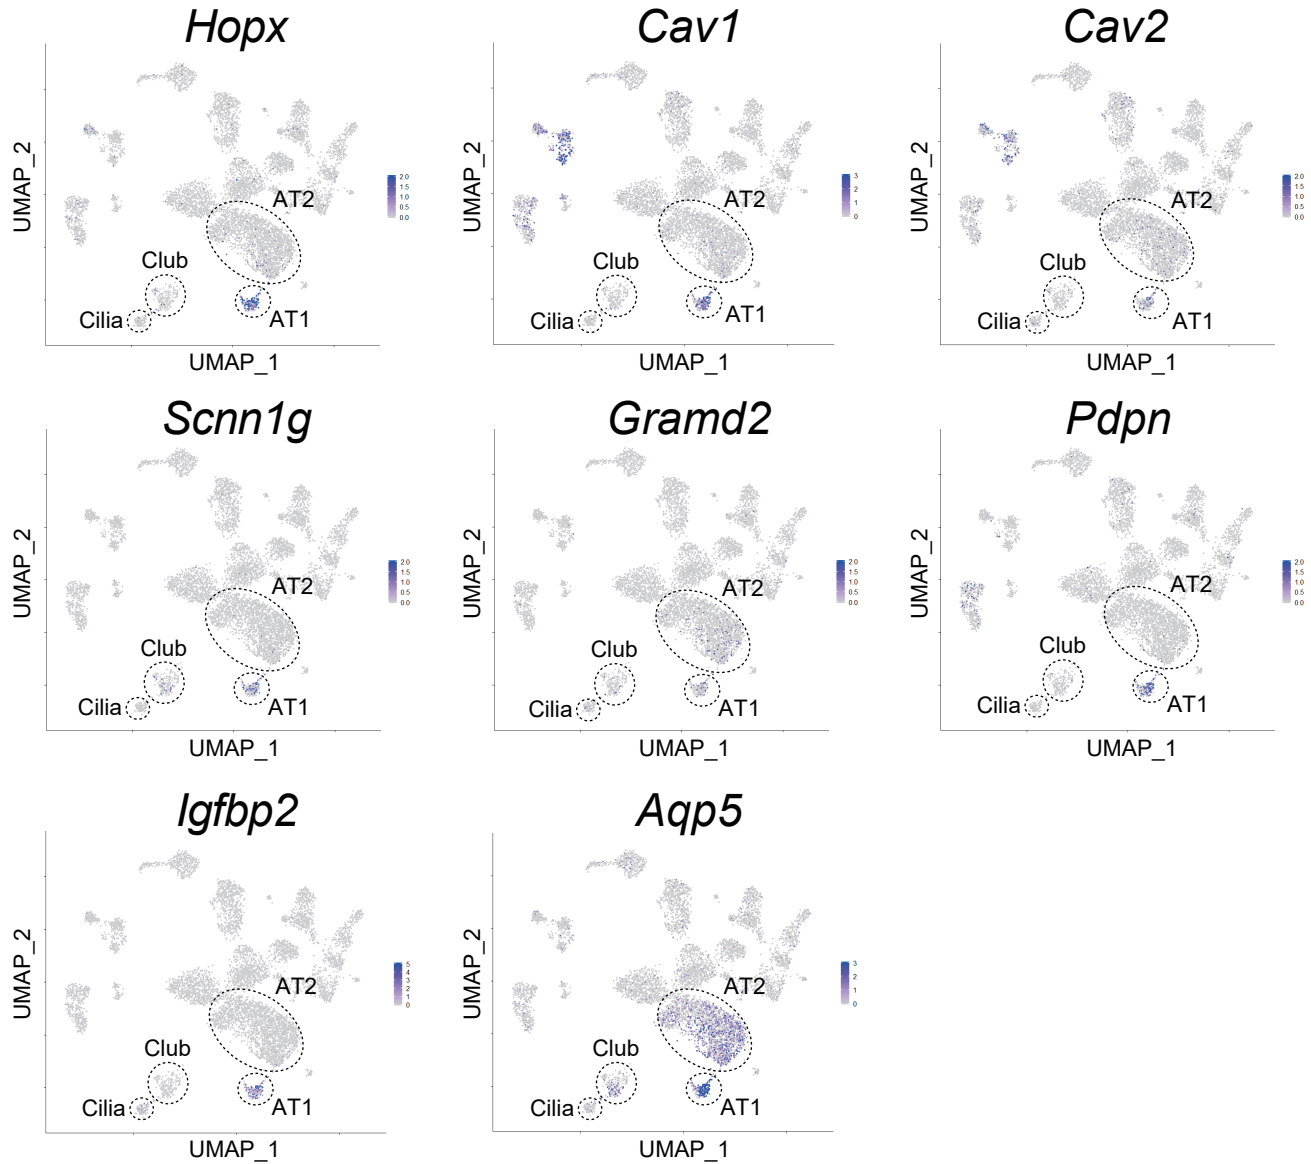

**Supplementary Figure S6. Expression of representative AT1 cell markers in mouse AT1 cells.**

UMAP of scRNA-seq data from Mouse Cell Atlas (Han X, *et al.*) with *Hopx*, *Cav1*, *Cav2*, *Scnn1g*, *Gramd2*, *Pdpn*, *Igfbp2* and *Aqp5*. Blue and grey indicate high and low expression, respectively.

# Supplementary material for: Integrated Single-Cell RNA-Sequencing Analysis of Aquaporin 5-Expressing Mouse Lung Epithelial Cells Identifies GPRC5A as a Novel Validated Type I Cell Surface Marker
**Source:** Cells. 2020 Nov 11;9(11):2460. doi: 10.3390/cells9112460
**Supplement:** Supplementary file 1

## Supplemental Figure S7

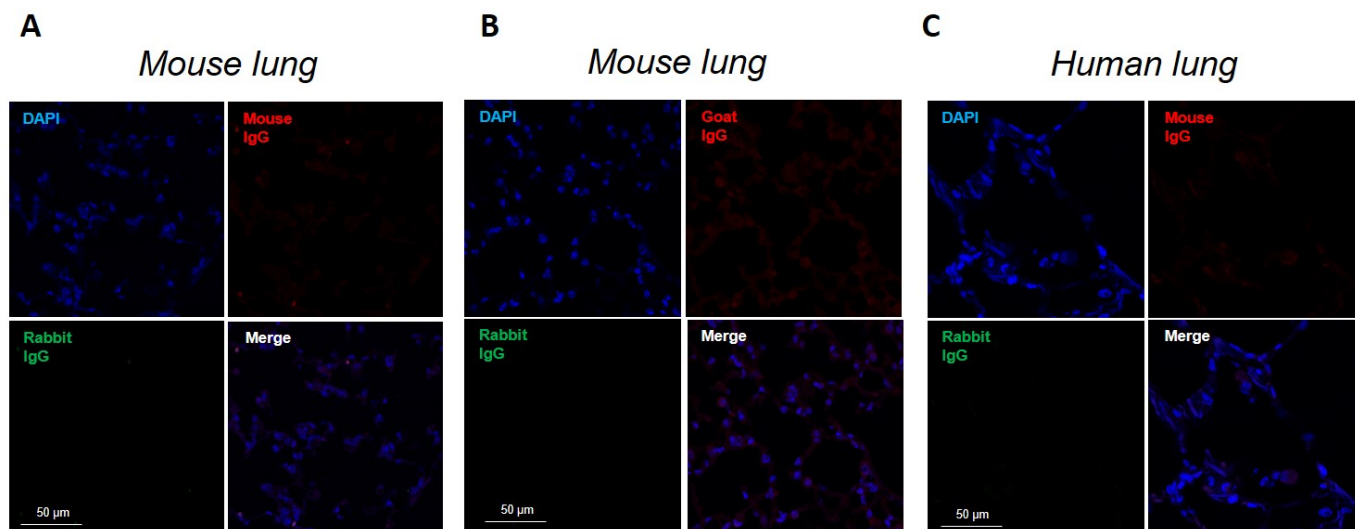

### Supplemental Figure S7. Negative controls for immunofluorescence.

Normal rabbit IgG is the negative control for GPRC5A in mouse and human lung sections in Figures 5B and C and Figure 6 B. A) Mouse lung section. Normal mouse IgG is negative control for HOPX (Figure 5 B, in the manuscript). B) Mouse lung section. Normal goat IgG is negative control for pro-SPC (Figure 5 C, in the manuscript). C) Human lung section. Normal mouse IgG is negative control for ABCA3 (Figure 6 B, in the manuscript).

# Supplementary material for: Integrated Single-Cell RNA-Sequencing Analysis of Aquaporin 5-Expressing Mouse Lung Epithelial Cells Identifies GPRC5A as a Novel Validated Type I Cell Surface Marker
**Source:** Cells. 2020 Nov 11;9(11):2460. doi: 10.3390/cells9112460
**Supplement:** Supplementary file 1

## Supplemental Figure S8

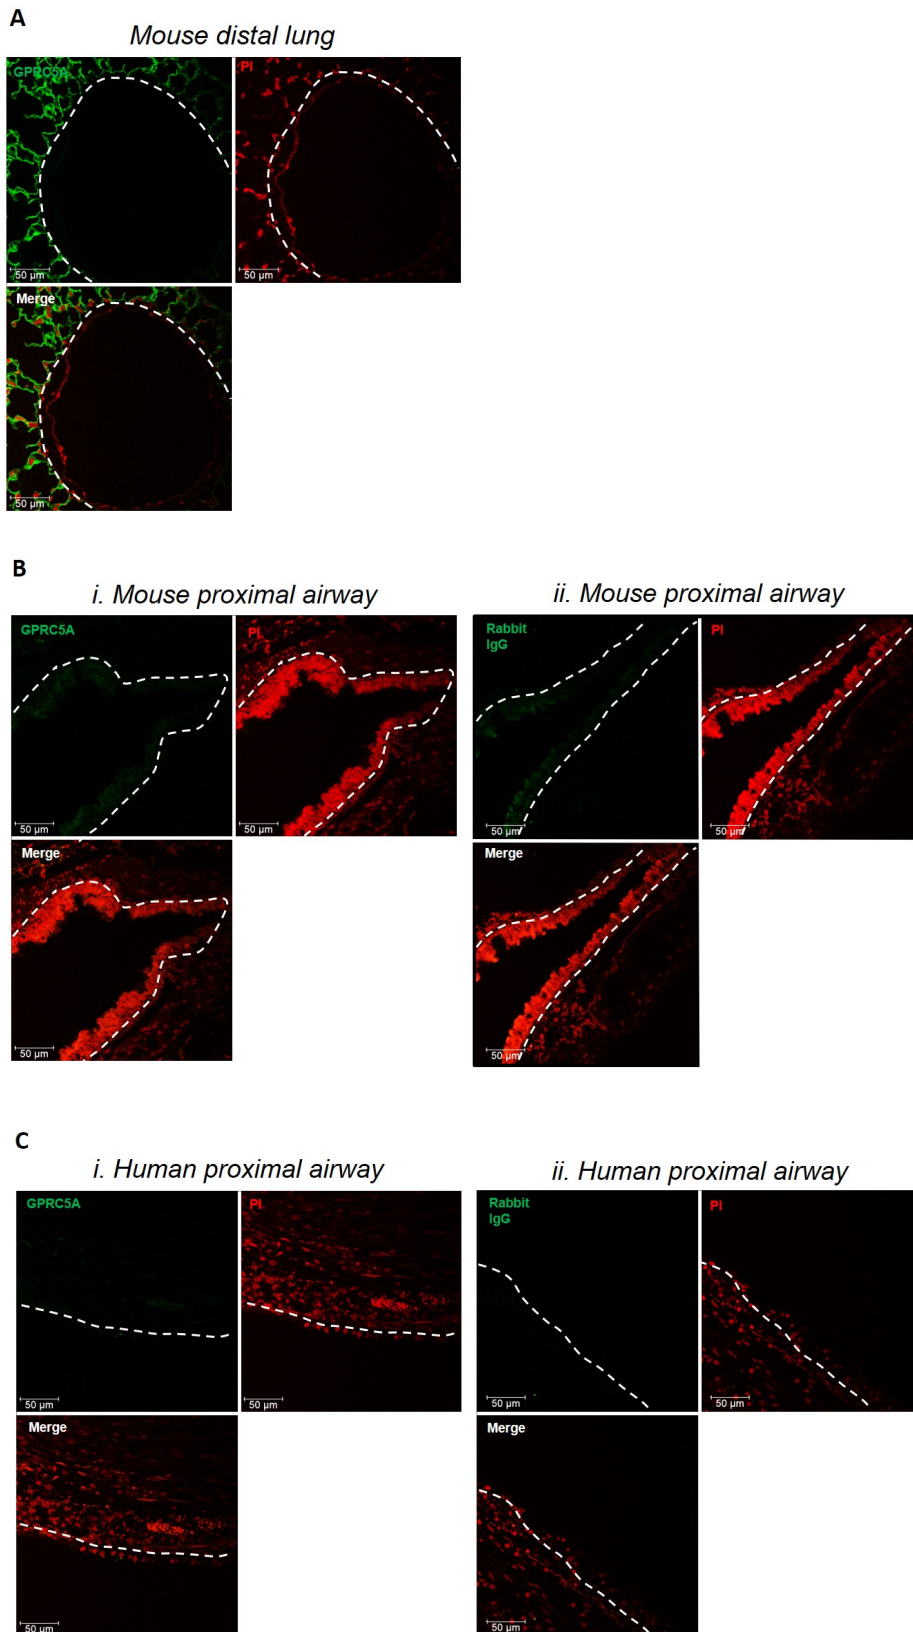

**Supplemental Figure S8. GPRC5A expression is not detected in mouse and human proximal airways.** Green = GPRC5A or normal rabbit IgG for negative control. Red = propidium iodide (PI). A) Mouse distal lung section used as positive control. B) Mouse proximal airway (i) GPRC5A and (ii) negative control; representative images for n = 3. C) Human proximal airway (i) GPRC5A and (ii) negative control; n = 1.

# Supplementary material for: Integrated Single-Cell RNA-Sequencing Analysis of Aquaporin 5-Expressing Mouse Lung Epithelial Cells Identifies GPRC5A as a Novel Validated Type I Cell Surface Marker
**Source:** Cells. 2020 Nov 11;9(11):2460. doi: 10.3390/cells9112460
**Supplement:** Supplementary file 1

## Supplemental Figure S1

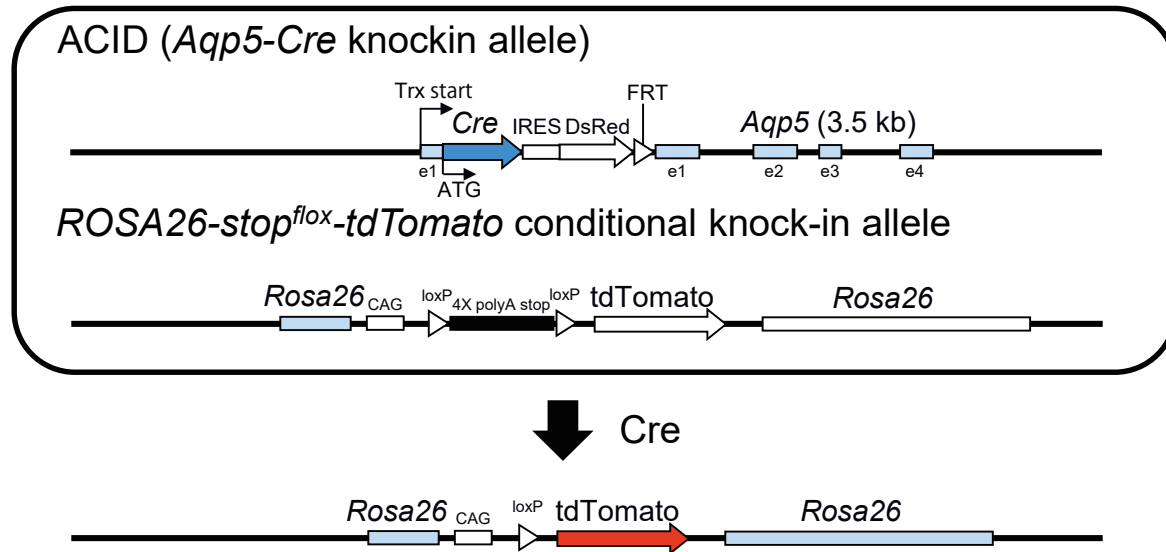

### Supplemental Figure S1. Generation of *ACID;R26tdTomato* mice.

*Aqp5*-Cre-IRES-DsRed (*ACID*) mice in which a Cre-IRES-DsRed cassette is knocked into exon 1 of the endogenous *Aqp5* gene were crossed to mice with a *ROSA26-stop<sup>flox</sup>-tdTomato* conditional knockin allele. Double-heterozygous mice (termed *ACID;R26tdTomato*) which express the red fluorescent protein Tomato after Cre/*loxP* recombination were generated.

How the deposited data were processed for this re-analysis (not part of the article)

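Lungs of 1 mouse of 4 months gave the 141 tdTomato-positive cells used here, each captured at its own site of a Fluidigm C1 chip. The authors trimmed the reads with Trim Galore, mapped them to GRCm38 with HISAT2, counted them on genes with featureCounts and deposited the counts as whole reads without normalization. The counts used here have 1 column per cell and 17136 genes. No molecular identifiers are stated, so a count is a number of reads after PCR. Of the gene symbols, 16112 (94.0%) are in GENCODE vM21, from which positions and gene types were taken. The column that names the cells as 1 cell type was not used to form classes (1 per-sample column left out). Immunofluorescence, flow cytometry and the other data sets that the paper cites were not analysed here.
Cells were kept with more than 90000 total reads, more than 500 detected genes and a share of reads on mitochondrial genes below 0.15. Counts were scaled to 10000 reads per cell and log-transformed with the natural log, and 2000 variable genes were chosen by the vst method, less the 19 genes that the paper names for these cells. Seurat 5.3.0 in R 4.3.3 then computed 10 principal components, a shared neighbour graph with 10 neighbours and Louvain clusters at a resolution of 0.8. The paper used an earlier Seurat. Marker lists for 8 cell types, written without the 19 genes, named a cluster when its best list led the next by at least 1 log2 unit, the second list stayed below 2 log2 units, at least 3 markers were detected, and the cluster had at least 2 cells. The lists were drawn from the paper's cluster genes, its heatmap and general knowledge, so they are not independent of these cells. The limit on the second list and the minimum of 2 cells were set after the scores of the clusters had been seen. Club-like and basal-like classes were taken from the clustering at a resolution of 1.6 and the fibroblast-like class from Ward clustering into 6 groups, a choice also made after seeing the data, because the first clustering leaves these cells in 1 cluster.
Expression of a class is the CPM of its summed counts, and a fold is the log2 ratio of CPM between a class and all other kept cells. A fold against 3 or fewer counts was taken as a ratio with its counting interval. Genes were ranked by the share of pairs of cells, and natural log folds were computed as in version 3 of Seurat for comparison with the paper's tables. Correlations were computed on log-normalized values. Some class values of genes that the paper names are also given without the cell that had the most reads of the gene. This step was added after seeing the data, for values in which that cell held a large part of the reads, and not every such value is given. Thinning drew 90000 reads from each cell without replacement. The mouse is the only sample, so there was no group to test and the order of genes carries no significance. Precision is that of the counts. A gene with 0 reads in a class is compatible with up to 3 counts.
The genes named are those that the paper names for these cells, the 5 genes ranked highest outside the paper's list for C4 among those with reads in at least 50.0% of AT1-like cells, and a few genes of the marker lists (rule set before the data were examined). *Rtkn2* was set beside the AT1 markers outside the class after its values were seen. Lists of macrophage, fibroblast, endothelial, dissociation stress, male and female genes were used to look for RNA of other cells. Doublets were not called by software, and cells high in 2 marker lists were counted instead.
The alternatives changed the mitochondrial maximum, the minimum of reads, the filter as a whole, the number of neighbours, the resolution, the number of components, the held-out genes, the clustering method, the library size (scran 1.30.0, or without mitochondrial reads), the weight of cells, the detection minimum, the depth, the correlation measure, the chip columns, the ranking and the genes counted as mitochondrial. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 and, in R, Matrix 1.6.5 did the rest, and blastn 2.17.0 compared pseudogenes with mitochondrial genes.
The ranking and the clustering were tested on simulated data. Genes with a mean of at least 50 CPM, 3549 of 15892, were counted as within reach. The results may not hold below that level. With 200 of the genes within reach changed 4-fold between 46 and 46 cells, 192 (96.0%) had the right direction. Of the 200, 100 (50.0%) lay outside the central range of the unchanged genes within reach, a range that leaves out their extremes. When only the genes within reach were ranked, 41 of the 100 raised genes were among the first 100. With 4 simulated classes of equal size, each with 150 genes raised 10-fold, 92 of 92 cells were placed with their class. Classes as small as the ciliated-like (11 cells) and AT2-like (10 cells) ones were not simulated, so their recovery was not tested. The settings of the simulation of classes were changed after its first result, and with the spread taken over all cells 89 of 92 were placed with their class.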

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

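Both tests of the following result were chosen only after the result was seen. AT2-like cells made up 16 of the 49 cells that the mitochondrial filter removed (32.7%, 95% interval 19.9 to 47.5%), cells that the paper did not analyse, and 11 of the 92 cells kept when all 141 were clustered together (12.0%). The filter removed 59.3% of AT2-like cells (38.8 to 77.6%), 32.8% of AT1-like cells, 38.1% of ciliated-like cells and 11.5% of the cells of the mixed club and basal cluster.
A candidate explanation is that cells were named AT2-like from surfactant RNA of the background. The median of *Sftpc*, a gene held out of the clustering, was 62423 CPM in the removed and 161808 CPM in the kept AT2-like cells, a ratio of 0.386, and 113.5 CPM in the other cells. The lowest of the 16 removed AT2-like cells had 8718 CPM and the highest of the 114 other cells 7774 CPM, so all 16 lay above every other cell, which argues against background RNA as the reason for their name. The comparison with the highest other cell was added after the values were seen.
Loss of cytoplasmic RNA from damaged cells is another. At 50000 reads outside mitochondrial genes, the removed AT2-like cells had 1476.5 detected genes in the median and the kept ones 1959, a ratio of 0.754, which is consistent with such a loss. The same direction was seen in removed AT1-like cells (1416 against 1707) and ciliated-like cells (1618.5 against 1995), so the loss may not be particular to AT2-like cells. The filter itself is the reason that these cells are left out. All cells are from 1 mouse in 1 condition, and no biological explanation was tested.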

How the results depend on the processing

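The coefficient of *Aqp5* and *Sftpc*, near 0 at -0.0412, was 0.00215 in chip columns 1 to 10. No other main result changed its sign under an alternative. Of the main results, 143 alternative values stayed within the limits set and 26 moved. Of the values for single genes, 314 stayed and 19 moved.
With a mitochondrial maximum of 0.10, 50 cells passed, because fewer cells meet it. With all deposited cells, AT2-like cells numbered 27 and ciliated-like cells 21, because more cells enter. The *Aqp5* and *tdTomato* rho was then 0.249 and the mean marker detection 88.6%, and the cause of these was not tested. With 20 neighbours there were 0 AT2-like and 0 ciliated-like cells, at a resolution of 0.4 there were 0 AT2-like cells, and with 20 components 0 ciliated-like cells, since these cells joined other cells in unnamed clusters. At a resolution of 1.6 there were 16 club-like and 9 basal-like cells, from the mixed cluster. Ward clustering gave 7 basal-like, 2 fibroblast-like and 0 AT2-like cells. It lowered the median log2 ratio of *Ager*, *Hopx*, *Pdpn*, *Cav1*, *Cav2*, *Igfbp2* and *Gramd2* from 4.69 to 3.94. The reason is that 1 of the 45 AT1-like cells then counts among the other cells.
Pearson's r was -0.416 for *Aqp5* and *Scgb1a1* and -0.229 for *Aqp5* and *Sftpc*. On raw read counts, chosen after seeing the data, r was 0.147 for *tdTomato*, -0.180 for *Scgb1a1* and -0.149 for *Sftpc*, and on CPM, also chosen then, 0.232 for *tdTomato* and -0.172 for *Sftpc*. The cause was not tested. Mean marker detection was 84.4% with at least 10 reads and 86.4% with at least 10 CPM, because the minimum is higher, and 88.6% at 90000 reads, because fewer reads are counted. With protein-coding genes alone the mitochondrial share was 5.61%, because noncoding genes, the mitochondrial rRNA genes among them, leave the count.
Among single genes, Ward clustering moved 7 of 29 values (18 lower), all deposited cells 4 of 29 (15 lower), the mean of single-cell CPM 4 of 16 (12 lower), 10 reads 2 of 11 (9 lower), 10 CPM 1 of 11 (8 lower) and thinning 1 of 11 (6 lower). The other settings moved none. *Rtkn2* had a log2 ratio of 4.61 under Ward clustering and 8.40 with all deposited cells. Depth limits the detection of genes with few reads, such as *tdTomato*, *Gramd2* and *Igfbp2*. No alternative replaces the missing replicates, since all cells come from 1 mouse.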

Differences from the paper's values

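Fibroblasts numbered 2 in the paper and 0 here. Of the alternatives set before the data were examined, Ward clustering gave 2. All deposited cells, 20 neighbours, resolutions of 0.4 and 1.6, 5 and 20 components and clustering with the named genes gave 0.
For *Aqp5* and *Scgb1a1* the paper's coefficient is -0.06 and the rho here was -0.304. The rho here is over the 92 kept cells, 2 of them fibroblast-like by Ward clustering, and was -0.358 without these. Every alternative set beforehand differed from the paper's value as well, from -0.247 with all deposited cells to -0.416 with Pearson's r. Pearson's r on raw read counts (-0.180), on CPM (-0.232) and on log2 of CPM plus 1 (-0.318), chosen after seeing the values, did not reach it either.
For *Aqp5* and *Sftpc* the paper's coefficient is -0.15 and the rho here was -0.0412. The alternatives set beforehand that do not differ by the rule used are all deposited cells (-0.114), Ward clustering, which leaves out its 2 fibroblast-like cells (-0.0501), raw read counts (-0.105), ranks centred on chip columns (-0.111), chip columns 11 to 20 (-0.117) and Pearson's r (-0.229). Those that differ are 20 neighbours, the resolutions of 0.4 and 1.6, 5 and 20 components, clustering with the named genes and all cells passing the filter (each -0.0412), thinning (-0.0363) and chip columns 1 to 10 (0.00215). Pearson's r on raw read counts, chosen after seeing the values, reached the paper's value with -0.149.
For *Scgb1a1* the paper's natural log fold in C1 is 3.92 and that of the club-like cells against all others was 5.29. No other alternative set beforehand gave a club-like class.
The paper states that *Igfbp2* is found in only part of the *Aqp5*-expressing AT1 cells, about as many with it as without. Here it was detected in 79.5% of them with 1 read and in 65.9% with at least 10 reads of each gene. Above 100 CPM it was found in 26 of the 44 cells, which is nearer to the paper's statement. The paper does not give the level that it used. The paper finds that *tdTomato* most closely resembles *Aqp5*. Here its rho was 0.369 with *Cav1* and 0.364 with *Aqp5*, values too close to be put in order. With *Aqp5* alone, rho was 0.329 in chip columns 1 to 10 and 0.426 in columns 11 to 20.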

Other observations

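The tests by chip row, of AT1 markers outside the AT1-like class and of *tdTomato* in AT2-like cells were chosen only after the results were seen. No biological explanation was tested for any of these patterns, since all cells come from 1 mouse in 1 condition.
Reads of *Sftpc* outside the AT2-like class and of *Scgb1a1* outside the club-like class may be carried over between cells of 1 chip column. Median *Sftpc* was 5.68 times as high in other cells of columns with an AT2-like cell (170 against 29.9 CPM), and 170 against 61.0 CPM among AT1-like cells alone. Median *Scgb1a1* was 5.29 times as high (413 against 78.2 CPM), and 189 against 83.5 CPM among AT1-like cells. The other gene did not rise in the same columns (0.619 and 0.288 times). By chip row the ratios were 1.42 for *Sftpc* and 3.91 for *Scgb1a1*, but among AT1-like cells alone 0.832 and 0.486, so carry-over along rows cannot be told apart from the classes that the rows hold. Requiring the AT1-like cells alone to show it, for columns and rows alike, was decided after the row values were seen.
AT1 markers outside the AT1-like class had 3.45% of their AT1-like CPM in the median, while *Rtkn2* had 0.0546% (upper limit 0.0760%). Carry-over in proportion to expression would put all markers near *Rtkn2*, and 8 of 9 lay more than 10 times above its upper limit, *Igfbp2* (0.159%) being the exception. This number depends on the classes. With all deposited cells *Rtkn2* had 0.297% (upper limit 0.339%), the median was 3.92% and 5 of 9 markers lay above 10 times the limit. Under Ward clustering *Rtkn2* had 4.09%, the median was 6.53% and 0 of 9 did, with 1 AT1-like cell of 2565 CPM of *Rtkn2* counted outside. An AT1 cell captured together with another cell would bring its *Ager* RNA. Of 47 cells outside the class, 35 had a marker other than *Ager* at 5% of the AT1-like median or more, and in 32 of them the ratio of *Ager* to at least 1 such marker was below that of every AT1-like cell, which argues against this explanation for them. It stays open for the other 3 cells and for lower levels. After the values were seen, this comparison replaced 1 with *Rtkn2*, whose highest cell outside had 1.02% of the AT1-like median, below a limit of 5%, but 2 of the 45 AT1-like cells had no more than that cell. *Rtkn2* was detected in all 45 AT1-like cells.
Whether *Csf1r* in AT1-like cells could come from macrophage RNA remains open, because only 4 of the 18 genes of the macrophage list are among the genes used here. *Lyz2* was lower in AT1-like cells (35.1 against 3477 CPM), but the AT2-like class had most of it (14139 CPM), *Lgals3* was level (750 against 717 CPM), *Cd14* was lower (0.173 against 21.5 CPM) and *Ptprc* had 0 reads. The list summed to 785 CPM in AT1-like cells and 4215 CPM in the others.
*Dcn* in basal-like cells might be fibroblast RNA. *Dcn* was 204% of its level in the fibroblast-like cells, while *Col1a1*, *Col1a2* and *Col3a1* together reached 0.0268% of theirs, which speaks against it. The fibroblast list summed to 105 CPM in AT1-like and 2548 CPM in the mixed cluster. That cluster holds the 2 fibroblast-like cells, so the sum does not show fibroblast RNA in its other cells.
AT1 markers missing in some AT1-like cells may be drop-out at the mean expression of the gene. The count of markers below the range of the 100 nearest genes was 0 of 9. *Ager*, *Hopx* and *Cav1*, detected in all 45 cells, could not fall below it, so only the other markers bear on this. The 100 genes may themselves differ between cells, so the count cannot separate drop-out from differences between AT1-like cells. Between markers detected and reads of the cell, rho was 0.123. With every cell thinned to 90000 reads, cells still had 6 to 9 markers, and 15 of 45 had all 9. This argues against unequal depth of the cells as the whole reason. Whether more reads per cell would find the missing markers remains open.
Few AT2-like cells had a *tdTomato* read, 2 of 10. At 90000 reads the share of AT1-like cells was 73.3% (58.1 to 85.4%) and that of AT2-like cells 20.0% (2.52 to 55.6%), and both shares were the same with surfactant and AT2 genes left out and 50000 reads drawn from each cell, so neither depth nor the reads taken by these genes accounts for the whole difference. The 33 AT1-like cells are not the same ones in both.
The 4 pseudogenes *Gm29216*, *Gm28437*, *Gm28661* and *Gm10925* on chromosome 1 are 99.8 to 100% identical to *mt-Co1*, *mt-Co3*, *mt-Co2* and *mt-Atp6*. Their share of reads rose with the mitochondrial share (rho 0.786), which is consistent with mitochondrial reads counted on nuclear copies.
The endothelial list summed to 0.476 CPM in AT1-like cells and 16.1 CPM in the others, with reads in 3 of 8 genes. The dissociation stress list summed to 3182 and 8669 CPM, and to 10734 CPM in the mixed cluster, where 14 of 15 genes were higher. The male list summed to 176 and 134 CPM, the female list to 0.216 and 0 CPM, and *Xist* had 0 reads. The 10 most abundant genes took 35.5% of reads in the median AT2-like cell, 47.1% in club-like and 18.5% in AT1-like cells.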
